# HMGB1 coordinates SASP‐related chromatin folding and RNA homeostasis on the path to senescence

**DOI:** 10.15252/msb.20209760

**Published:** 2021-06-24

**Authors:** Konstantinos Sofiadis, Natasa Josipovic, Milos Nikolic, Yulia Kargapolova, Nadine Übelmesser, Vassiliki Varamogianni‐Mamatsi, Anne Zirkel, Ioanna Papadionysiou, Gary Loughran, James Keane, Audrey Michel, Eduardo G Gusmao, Christian Becker, Janine Altmüller, Theodore Georgomanolis, Athanasia Mizi, Argyris Papantonis

**Keywords:** 3D chromatin folding, loop, replicative senescence, RNA splicing, senescence‐associated secretory phenotype, Chromatin, Epigenetics, Genomics & Functional Genomics, RNA Biology

## Abstract

Spatial organization and gene expression of mammalian chromosomes are maintained and regulated in conjunction with cell cycle progression. This is perturbed once cells enter senescence and the highly abundant HMGB1 protein is depleted from nuclei to act as an extracellular proinflammatory stimulus. Despite its physiological importance, we know little about the positioning of HMGB1 on chromatin and its nuclear roles. To address this, we mapped HMGB1 binding genome‐wide in two primary cell lines. We integrated ChIP‐seq and Hi‐C with graph theory to uncover clustering of HMGB1‐marked topological domains that harbor genes involved in paracrine senescence. Using simplified Cross‐Linking and Immuno‐Precipitation and functional tests, we show that HMGB1 is also a *bona fide* RNA‐binding protein (RBP) binding hundreds of mRNAs. It presents an interactome rich in RBPs implicated in senescence regulation. The mRNAs of many of these RBPs are directly bound by HMGB1 and regulate availability of SASP‐relevant transcripts. Our findings reveal a broader than hitherto assumed role for HMGB1 in coordinating chromatin folding and RNA homeostasis as part of a regulatory loop controlling cell‐autonomous and paracrine senescence.

## Introduction

The high‐mobility group box 1 (HMGB1) protein, a member of the highly conserved non‐histone DNA‐binding HMG protein family, was named after its characteristically rapid electrophoretic mobility (Stros, 2010). HMGB1 is the most abundant non‐histone protein in mammalian nuclei, with 1 HMGB1 molecule per every ~ 10 nucleosomes (Thomas & Stott, 2012). Despite its high abundance and conservation, HMGB1 has been predominantly studied as an extracellular signaling factor, hence its characterization as an “alarmin” (Lohani & Rajeswari, 2016; Bianchi *et al*, 2017).

To function as an alarmin, HMGB1 is actively secreted by cells such as activated monocytes and macrophages or passively released by necrotic and damaged cells. Once received by other cells in the niche, HMGB1 is recognized by RAGE receptors to potently signal inflammation (Scaffidi *et al*, 2002; Bonaldi *et al*, 2003; Orlova *et al*, 2007). In cells entering senescence, HMGB1 translocates from the nucleus to the cytoplasm and is then secreted to stimulate NF‐κB activity via Toll‐like receptor signaling. Its relocalization and secretion control the senescence‐associated secretory phenotype (SASP) of cells, thus representing a major paracrine contributor both *in vitro* and *in vivo* (Salminen *et al*, 2012; Acosta *et al*, 2013; Davalos *et al*, 2013).

Inside proliferating cell nuclei, HMGB1 has been studied in some detail for its contribution to DNA repair (Ito *et al*, 2015; Mukherjee & Vasquez, 2016), V(D)J recombination (Little *et al*, 2013; Zagelbaum *et al*, 2016) or chromatin assembly (Bonaldi *et al*, 2002), but far less for its transcriptional role (Calogero *et al*, 1999; Mitsouras *et al*, 2002). Cells lacking HMGB1 contain reduced numbers of nucleosomes, rendering chromatin more susceptible to DNA damage, spurious transcription, and inflammatory activation (Giavara *et al*, 2005; El Gazzar *et al*, 2009; Celona *et al*, 2011; De Toma *et al*, 2014). As regards its association with chromatin, HMGB1 is thought to bind it in a nonspecific manner via its two HMGB‐box domains. This allows it to bend and contort DNA and, thus, facilitate recruitment of transcription factors such as p53 (Stros, 2010; Rowell *et al*, 2012). HMGB1 associates with cognate DNA sites via characteristically high “on/off” rates, while its acidic tail is important for stabilizing binding (Pallier *et al*, 2003; Ueda *et al*, 2004; Stros, 2010; Blair *et al*, 2016). However, HMG‐box DNA‐binding domains are particularly insensitive to standard fixatives such as formaldehyde (Pallier *et al*, 2003; Teves *et al*, 2016). Thus, capturing HMGBs on chromatin is challenging, and there exist no datasets describing HMGB1 binding in mammalian cells (see http://chip‐atlas.org). As a result, our appreciation of its on‐chromatin roles remains vague.

To address this, we employed a tailored approach that previously allowed us to efficiently map HMGB2 binding genome‐wide (Zirkel *et al*, 2018). We can now show that HMGB1 binding in primary endothelial and lung fibroblast cells is far from nonspecific, while also disparate to that by HMGB2. Following integration of its binding positions with genome‐wide chromosome conformation capture data (Hi‐C), we found that HMGB1 demarcates the boundaries of a subset of topologically associating domains (TADs; Dixon *et al*, 2012; Nora *et al*, 2017) and loop domains (Rao *et al*, 2014). This topological contribution is eliminated upon senescence entry, and knockdown/overexpression experiments show that HMGB1 controls the expression of genes that are central to the senescent program and embedded in these domains. Critically, as HMGB1 was proposed to have RNA‐binding capacity (Castello *et al*, 2016), we used simplified Cross‐Linking and Immuno‐Precipitation (sCLIP) (Kargapolova *et al*, 2017) to show it also influences the availability of senescence‐relevant mRNAs. This occurs via a network of RNA‐binding factors interacting with HMGB1. In summary, using replicative senescence as a model, we characterize the multiple roles of HMGB1 that converge on the coordination of chromatin and RNA control for SASP regulation.

## Results

### Senescence entry is marked by HMGB1 nuclear loss and secretion

To investigate the nuclear roles of HMGB1 across cellular contexts, we used primary human umbilical vein endothelial cells (HUVECs) and fetal lung fibroblasts (IMR90) that are of distinct developmental origin and have disparate gene expression programs. We defined an early‐passage (proliferative) and a late‐passage (senescent) state by combining β‐galactosidase staining, cell cycle staging by FACS, and MTT proliferation assays (Fig 1A), as well as a “senescence clock” based on the methylation of six CpGs (Zirkel *et al*, 2018). Next, we used RNA‐seq data from proliferating and senescent HUVEC and IMR90 (from two different donors/isolates) to look into changing mRNA levels of chromatin factors. Significant and convergent changes between the two cell types involved strong suppression of histone chaperones, heterochromatin‐, polycomb‐, and lamina‐associated proteins, centromere components, cohesin, and condensin complexes, as well as all HMGB/N‐family proteins (Fig 1B). Many of these factors were consistently suppressed also at the protein level (Fig 1C; Davalos *et al*, 2013; Shah *et al*, 2013; Rai *et al*, 2014; Zirkel *et al*, 2018). We focused on HMGB1 due to its conservation, high nuclear abundance (Thomas & Stott, 2012, Fig 1D), and key role in SASP induction (Davalos *et al*, 2013), but mostly due to its elusive role on chromatin, especially in respect to spatial chromosome organization.

**Figure 1:**
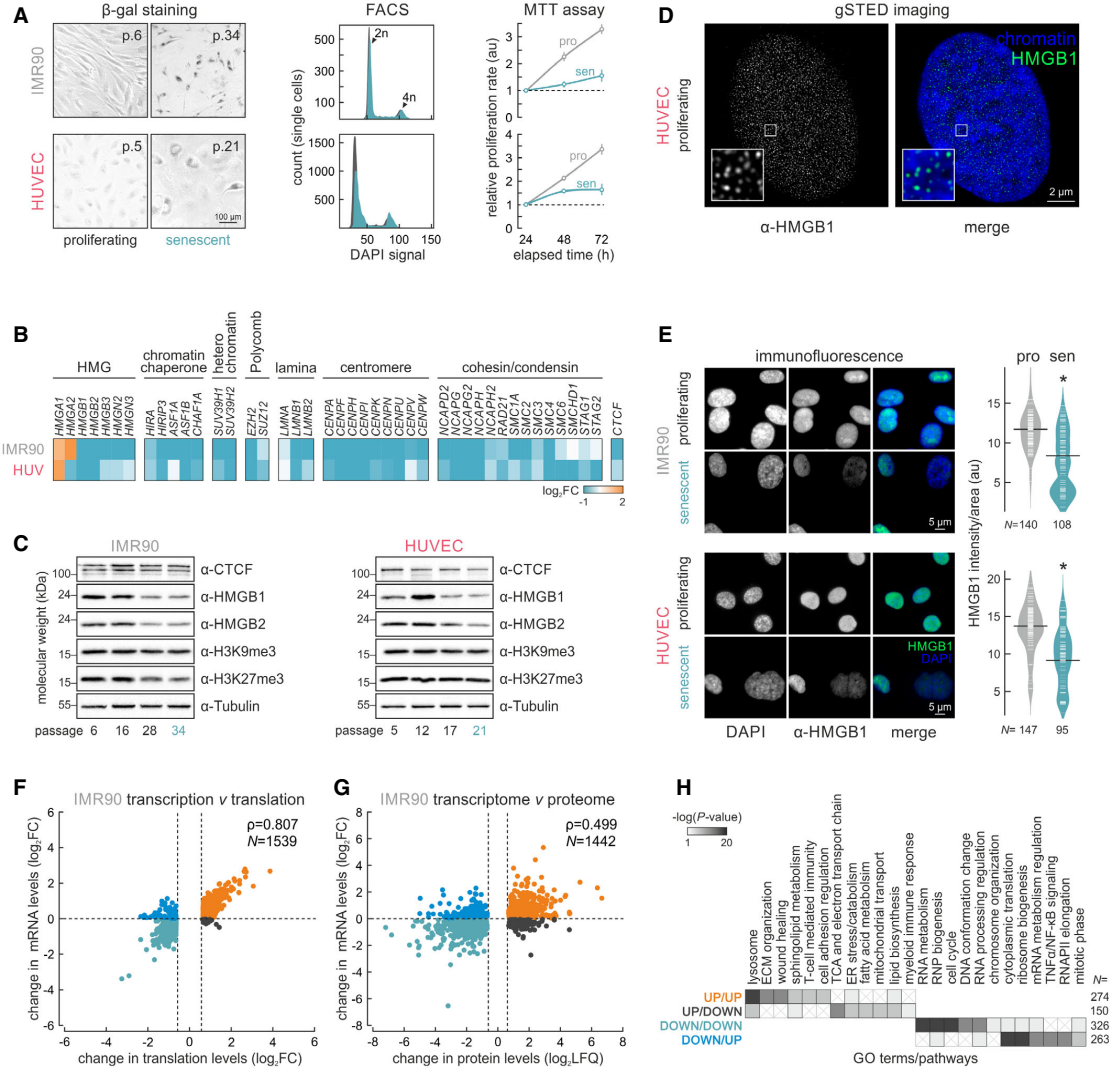
Senescence entry by human cells is mostly transcriptionally driven Proliferating and senescent IMR90 and HUVECs assayed for β‐galactosidase activity (*left*), cell cycle profiling via FACS (*middle*), and proliferation via MTT assays (*right*).Heatmaps showing changes in gene expression levels upon senescence (log_2_FC) of genes encoding selected chromatin‐associated factors. For each gene shown, statistically significant expression changes were recorded in at least one cell type.Western blots showing changing protein levels on the path to senescence in IMR90 and HUVECs. Passage 6 cells represent the proliferating state, and passages 21 and 34 the senescent state for HUVECs and IMR90, respectively.Super‐resolution (gSTED) imaging of HMGB1 distribution in proliferating HUVEC nuclei counterstained with DAPI. Bar: 2 μm.Representative immunofluorescence images of IMR90 and HUVECs (*left*) showing reduced HMGB1 levels in senescent nuclei; bean plots quantify this reduction (*right*; *N* is the number of cells analyzed per each condition/cell type). Bars: 5 μm. *P < 0.01; Wilcoxon–Mann–Whitney test.Scatter plots showing correlation between RNA‐seq (transcription) and Ribo‐seq (translation; log_2_) in proliferating and senescent IMR90. Pearson’s correlation values (ρ) and the number of genes in each plot (*N*) are also shown.As in panel F, but correlating RNA‐seq and whole‐cell proteome changes.Heatmap showing GO terms/pathways associated with the gene subgroups from panel G (color‐coded the same way). The number of genes in each subgroup (*N*) is indicated.

Immunodetection in early‐ and late‐passage cells documented a > 50% decrease in HMGB1 nuclear levels in the heterogeneous senescence entry populations of HUVEC or IMR90 (Fig 1E). HMGB1 nuclear depletion was most dramatic in the enlarged senescent nuclei of either cell type, while smaller nuclei remained largely unaffected. FACS‐sorting IMR90 based on light scattering allowed enrichment for cell populations with enlarged nuclei (i.e., ~ 70% of cells had larger than average nuclei, with > 35% being > 1.5‐fold larger; Appendix Fig S1A). This showed that enlarged nuclei lacking HMGB1 almost invariably represent senescent cells and harbor reduced levels of H3K27me3, a mark of facultative heterochromatin—an effect which would otherwise be masked (Fig 1C and Appendix Fig S1B and C). Last, we showed that it is these larger cells that secrete HMGB1, but not HMGB2, into the growth medium to presumably contribute to paracrine senescence (Appendix Fig S1D).

### The senescence program is predominantly transcriptionally driven

Despite strong changes documented by RNA‐seq, it is still not known to which extent the senescent program is implemented via changes at the transcriptional or the translational level. To address this, we generated matching mRNA‐seq, Ribo‐seq, and whole‐cell proteomic data from proliferating and senescent IMR90 in biological triplicates. Comparative analysis of mRNA‐seq and Ribo‐seq data showed that essentially all significant changes at the level of mRNA translation are matched by equivalent changes in transcript availability (Fig 1F). Few transcripts (~ 800) showed increased translation that counteracted transcriptional suppression (e.g., *TNFRSF19*, *HMGN2*, *LMNB2*) or the converse (e.g., *IL12A*, *CDKN1A*, *CDKN2B*). Gene set enrichment analysis of these two subgroups (with a “buffer” ratio of at least log_2_ 0.6) showed that mRNAs translationally upregulated while transcriptionally suppressed are linked to the formation and secretion of endosomal vesicles (and thus to HMGB1 release into the extracellular milieu; Appendix Fig S1E), as well as to cell cycle regulation. On the other hand, transcripts translationally downregulated but transcriptionally upregulated associate with ribosome complex formation and translation, and also with RNA binding and mRNA catabolism (Appendix Fig S1F).

Similar analysis of mRNA‐seq against whole‐cell proteome data verified that the vast majority of proteins with significantly altered levels in senescence were similarly regulated transcriptionally (Fig 1G). Genes linked to the hallmark GO terms and pathways of senescence entry were convergently up‐ (e.g., ECM organization, lysosome) or downregulated at both the mRNA and protein levels (e.g., cell cycle, DNA conformation change, RNA processing; Fig 1G and H). Curiously, several processes relevant to the SASP (e.g., TNFα/NF‐κB signaling) appeared regulated by a combination of higher transcription and diminished protein availability (Fig 1H and Appendix Fig S1G). Our findings correlate with Ribo‐seq analyses in a model of oncogene‐induced senescence (Loayza‐Puch *et al*, 2013), which also highlighted that cell cycle arrest is mainly driven by transcriptional changes.

### HMGB1 binds active chromatin loci in a cell type‐specific manner

Capturing HMGB proteins on chromatin has proven challenging, because their HMG‐box DNA‐binding domains are not compatible with standard formaldehyde fixation (Pallier *et al*, 2003; Teves *et al*, 2016). Here, we employed a tailored dual‐cross‐linking ChIP strategy to efficiently capture HMGB1 bound to its cognate sites genomewide in both proliferating HUVECs and IMR90 (Fig 2A and Appendix Fig S2A; see Materials and Methods for details). HMGB1 binding is restricted to regions marked by H3K27ac (Appendix Fig S2B), the vast majority of which are promoters and gene bodies of active genes (92% and 73% of 2038 and 1611 peaks in HUVECs and IMR90, respectively; Fig 2B). The two cell types share > 550 HMGB1 peaks, which is more than would be expected by chance, but still > 1,000 cell type‐specific peaks remain that can be justified by the different gene expression programs of HUVECs and IMR90 (Fig 2C). We also used senescent IMR90 to ask whether residual HMGB1 (< 30% that of proliferating cells; Appendix Fig S2C) is redirected to particular loci. The fact that we discovered just 44 peaks in our ChIP‐seq replicates argues against this possibility (Fig 2A–C).

**Figure 2:**
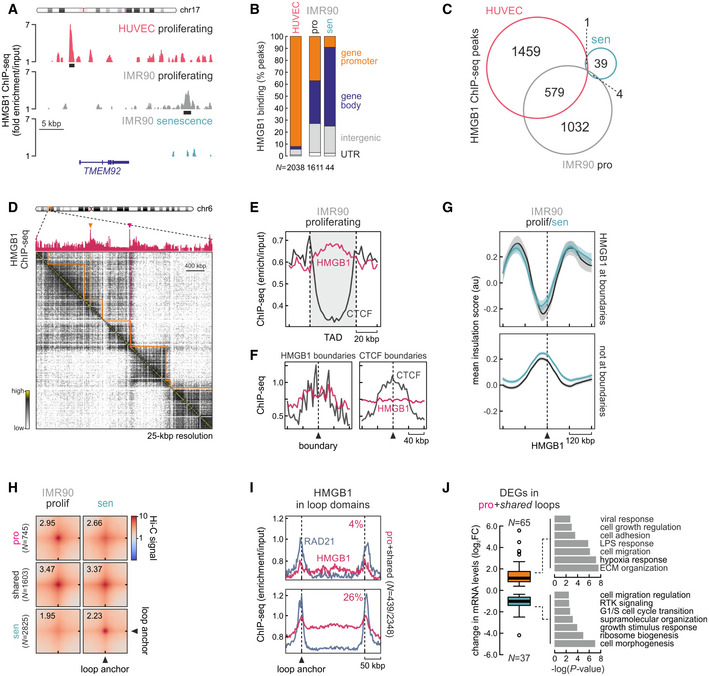
HMGB1 binds active genomic loci and demarcates a subset of TAD and loop domains Genome browser view of HMGB1 ChIP‐seq (normalized to input; mean from two replicates) from proliferating HUVEC (*red*) or proliferating/senescent IMR90 (*gray/green*) in the *TMEM92* locus.Bar graphs showing the genomic distribution of HMGB1 ChIP‐seq peaks in HUVEC and IMR90. The number of peaks (*N*) analyzed per each cell type is indicated.Venn diagram showing HMGB1 ChIP‐seq peaks shared between proliferating HUVEC (*red*) or proliferating/senescent IMR90 (*gray/green*) data. *P < 0.001; more than expected by chance, hypergeometric test.Exemplary Hi‐C heatmap for a subregion of IMR90 chr6 aligned to HMGB1 ChIP‐seq; peaks at TAD boundaries (*orange lines*) are indicated (*red arrowheads*).Line plots showing normalized HMGB1 (*red*) and RAD21 ChIP‐seq signal (*dark gray*) along TADs ±20 kbp from proliferating IMR90.Line plots showing normalized HMGB1 (*red*) and CTCF ChIP‐seq signal (*dark gray*) in the 160 kbp around HMGB1‐ (*left*) or CTCF‐marked TAD boundaries (*right*).Line plots showing mean normalized insulation scores calculated from proliferating (*black*) and senescent IMR90 Hi‐C data (*blue*) in the 240 kbp around HMGB1 peaks residing at TAD boundaries (*top*) or not (*bottom*).Aggregate plots showing 20 kbp resolution Hi‐C signal for proliferating (*top*), senescent‐specific (*bottom*), or shared loops (*middle*). The number of loops in each category (*N*) is indicated.Line plots showing normalized HMGB1 (*red*) and RAD21 ChIP‐seq signal (*gray*) along proliferating (*top*) or shared loop domains (*bottom*) ±50 kbp from proliferating IMR90. The percentage of HMGB1 peaks residing at loop anchors is indicated.Box plot (*left*) showing significantly up/downregulated IMR90 genes harbored inside the 607 loops from panel H. The number of genes in each group (*N*) is indicated; center lines represent medians, box limits indicate the 25^th^ and 75^th^ percentile, whiskers extend 1.5 times the 25^th^–75^th^ interquartile range, and outliers are represented by dots. Bar plots (*right*) show Go terms associated with these up/downregulated genes.

Although HMGBs are assumed to bind chromatin in a nonspecific manner (Stros, 2010), *de novo* motif analysis in DNase I hypersensitive “footprints” (ENCODE Project Consortium, 2012) under HMGB1 peaks revealed that HMGB1 prefers similar G/A‐rich motifs in IMR90 and HUVECs (Appendix Fig S2D). We also surveyed these accessible footprints for known transcription factor (TF) motifs to infer co‐bound complexes or TFs that might replace HMGB1 on senescent chromatin. Of the many motifs discovered, we focused on those from factors differentially regulated upon senescence entry. In both HUVECs and IMR90, E2F‐family motifs were enriched and these cell cycle‐regulating TFs (e.g., E2F2 and E2F6) are strongly downregulated in senescence. In contrast, motifs of proinflammatory and senescence‐activated TFs (e.g., NFKB2 and STAT1) were enriched therein and could presumably take over these positions to facilitate inflammatory stimulation and the SASP (Appendix Fig S2E).

To identify genes regulated by HMGB1, we crossed ChIP‐seq with RNA‐seq data in both cell types. Looking at genes directly bound by HMGB1 (i.e., excluding intergenic peaks > 10 kbp from TSSs), a first observation was that these are involved in various signaling cascades (most notably the TNFα one), as well as in cellular senescence (Appendix Fig S2F). Interestingly, HMGB1 consistently associated with more up‐ rather than downregulated genes in both HUVECs and IMR90. Of those, downregulated genes were involved in cell cycle transitions, while upregulated ones in ECM organization, cell adhesion, and inflammatory signaling (Appendix Fig S2G and H). Together, this analysis demonstrates that HMGB1 binds active loci relevant to the induction of the senescence gene expression program.

### HMGB1 marks a subset of senescence‐regulated domain boundaries

Topologically associating domains are often considered the building blocks of chromosomes (Beagan & Phillips‐Cremins, 2020), their boundaries representing sites of local insulation for spatial chromatin interactions. TAD boundaries are often marked by the presence of CTCF and/or active gene promoters (Dixon *et al*, 2012; Nora *et al*, 2017). We recently showed that a considerable number of TAD boundaries in proliferating human cells are marked by HMGB2 and that these boundaries are remodeled upon senescence entry and HMGB2 nuclear loss (Zirkel *et al*, 2018). We now reasoned that HMGB1 may also function similarly. To test this, we used Hi‐C data from proliferating IMR90 and found that the majority of HMGB1 ChIP‐seq signal (normalized to input) resides inside TADs (called at 40‐kbp resolution; Fig 2D and E). Nevertheless, ~ 10% of HMGB1 peaks reside at TAD boundaries at positions not overlapping CTCF. Conversely, CTCF‐marked TAD boundaries show no enrichment for HMGB1 (Fig 2F). Upon senescence entry, TAD boundaries that lose HMGB1 demarcation exhibit a reduction in insulation score indicative of 3D interaction reshuffling (Fig 2G), but without completely losing their insulatory character.

High‐resolution Hi‐C studies showed that human chromosomes are populated with sub‐TAD loop domains anchored at CTCF/cohesin‐bound sites (Rao *et al*, 2014). We mapped loop domains in our proliferating and senescent Hi‐C data to discover that a considerable number of loops either weaken (*N* = 745) or emerge upon IMR90 senescence entry (*N* = 2,825), while 1603 loops remain invariable (Fig 2H). Remarkably, 4% of HMGB1 peaks mark the anchors of proliferating‐specific loops and 26% mark invariant loops anchors; this constitutes almost 1/5 of all loop domains in proliferating IMR90 (Fig 2I). Given the loss of HMGB1 in senescence, we reasoned that genes within these loop domains would be deregulated. Indeed, these loops encompass 105 significantly regulated genes, 2/3 of which are upregulated in senescence, consistent with HMGB1‐based regulation (see Appendix Fig S3A), and associate with pathways central to senescence induction, especially inflammatory activation and cell cycle arrest (Fig 2J). These effects held true also when analyzing HMGB1 ChIP‐seq and Hi‐C data from HUVECs (Appendix Fig S3A–F). Our analyses suggest that the topological contribution of HMGB1 is relevant for gene regulation on the path to senescence.

### Spatial TAD co‐association reveals functional specialization of chromosome domains

Given that HMGB1‐marked boundaries are not fully abolished upon its senescence‐induced loss, but chromosomes undergo large‐scale changes upon replicative senescence entry (Zirkel *et al*, 2018), which are further accentuated in “deep” senescence (Criscione *et al*, 2016), we looked into how TADs in each chromosome associate with one another in higher‐order “metaTAD”‐like conformations (Fraser *et al*, 2015). We employed an unsupervised approach inspired from “topologically intrinsic lexicographic ordering” (TiLO; Johnson, 2012). Here, TADs are treated as nodes in a clustered spatial network inferred on the basis of inter‐TAD Hi‐C interactions that is then tested for robustness via iterative network slicing (Fig 3A; see Materials and Methods for details).

**Figure 3:**
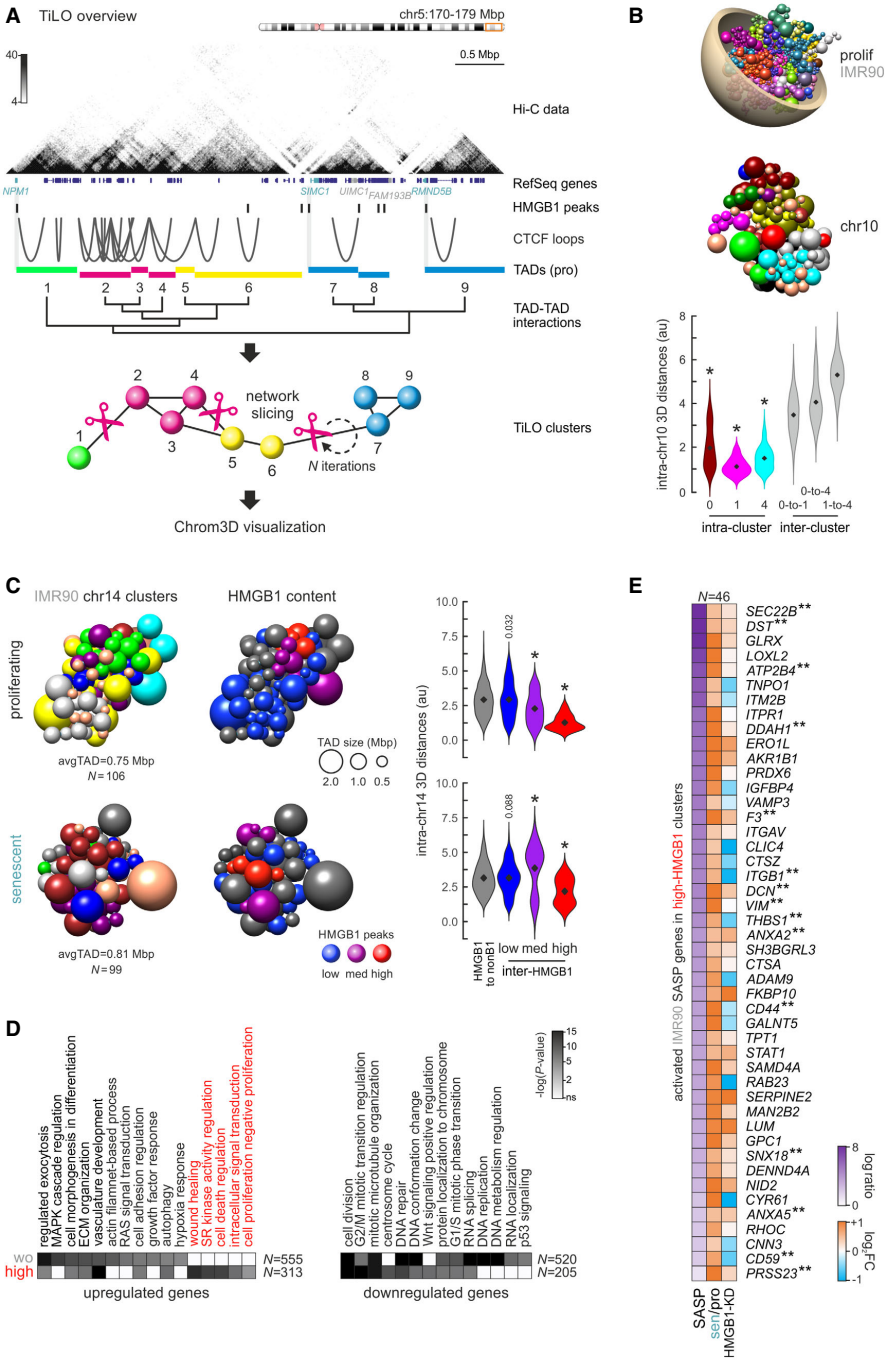
HMGB1 marks co‐associating TAD clusters harboring SASP‐related genes Overview of TiLO using a subregion of HUVEC chr5 as an example. TADs along each chromosome are treated as nodes in an interaction network, and inter‐TAD Hi‐C signal is used to infer network connections. Inferred connections are then sliced, and network robustness is assessed iteratively to obtain the final clustering. TAD clusters are visualized in the space of the nucleus using Chrom3D.Chrom3D visualization of the whole genome (*top*) and of TAD clustering in chr10 from proliferating IMR90 (*middle*); each sphere represents one TAD. Violin plots (*bottom*) show 3D distances among TADs in three randomly selected clusters (0, 1, and 4) or between TADs from different clusters. *: significantly different to inter‐cluster distances, Wilcoxon–Mann–Whitney test.Chrom3D visualization of TAD clustering in chr14 from proliferating (*top*) and senescent IMR90 (*bottom*). TADs (*spheres*) are colored by the cluster they belong to (*left*) or according to their HMGB1 ChIP‐seq content (*middle*; gray – zero peaks, blue – 1 or 2 peaks, purple – 3 or 4 peaks, red – 5 or more peaks). Violin plots (*right*) show 3D distances among TADs in each subgroup or between HMGB1‐containing and non‐containing TADs. *: significantly different to inter‐cluster distances, Wilcoxon–Mann–Whitney test.Heatmaps showing GO terms associated with differentially expressed genes in two TAD groups from panel C; SASP‐related GO terms are highlighted. The number of genes (*N*) behind each heatmap are indicated.Heatmap showing protein (SASP, from http://www.saspatlas.com/; log fold ratio) and gene expression levels (log_2_FC) of IMR90 SASP‐related genes embedded in high‐HMGB1 (red) TADs like those in panel C. **: genes bound by HMGB1 in ChIP‐seq data are more than expected by chance; *P* > 0.001, hypergeometric test.

We applied TiLO to TADs derived from proliferating and senescent HUVEC and IMR90 Hi‐C data and visualized the final output using Chrom3D (Paulsen *et al*, 2018) that also takes into account interchromosomal contacts and interactions with the lamina to render chromosome models (for an example see Fig 3B and Appendix Fig S4B). Although the fraction of smaller and larger TAD clusters emerging upon senescence differs between HUVECs and IMR90 (Appendix Fig S4A), there is an overall trend for larger and fewer clusters in senescent chromosomes (Fig 3C and Appendix Fig S4C and D). This is consistent with the general spatial chromatin compaction observed upon senescence entry (Criscione *et al*, 2016; Zirkel *et al*, 2018) and the fact that 43% of HUVEC and 26% of IMR90 TADs were found to merge into larger ones in Hi‐C data (Zirkel *et al*, 2018; see example in Appendix Fig S4E). Our TiLO‐Chrom3D combination recapitulates these organizational changes (Appendix Fig S4F).

Closer inspection of the distribution of HMGB1 peaks along TiLO clusters (Appendix Fig S4A) and of Hi‐C/ChIP‐seq data showing HMGB1‐rich domains being depleted of CTCF loops (Fig 3A), led us to query the relative position of HMGB1‐marked TiLO clusters in our models. We grouped clusters by the number of HMGB1 peaks they carry as follows: “non‐HMGB1” clusters carrying zero peaks, “low” carrying 1–2, “medium” carrying 3–4, and “high” carrying 5 or more peaks; most IMR90 and HUVEC chromosomes do carry such HMGB1 “high” hot spot clusters (e.g., IMR90 chr20 does not). Strikingly, in both HUVEC and IMR90 chromosomes, clusters with increasing numbers of HMGB1 peaks are positioned progressively closer together. “High” HMGB1‐hotspot clusters are closer to one another than to any other cluster (Fig 3C and Appendix Fig S4C and D). This specialized spatial clustering is reshuffled in senescent chromosomes, although former hotspot clusters remain on average closer together (Fig 3C and Appendix Fig S4C and D). To find out whether this spatial clustering also correlates with some particular functional output, we characterized the differentially expressed genes they harbor. Using IMR90 as an example, TiLO TAD clusters not marked by HMGB1 and HMGB1‐hotspot ones contain a large fraction of all genes differentially expressed upon senescence entry (i.e., in total ~50% of up‐ and > 20% of downregulated genes). However, non‐HMGB1 clusters uniquely harbor genes involved in replication, RNA localization, and p53 signaling, where HMGB1‐hotspot clusters are notably rich in genes relevant to the SASP and proinflammatory signaling (Fig 3D). Of the 313 upregulated genes in these hotspot clusters, > 60 were linked to SASP production and 46 were not only upregulated in senescent IMR90 but also discovered as secreted SASP factors in fibroblasts via proteomics (Basisty *et al*, 2020). 

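The effect of HMGB1 loss on these genes was measured by RNA-seq in 2 control and 2 HMGB1 knockdown libraries from IMR90, primary human lung fibroblasts. Reads counted on genes were compared between the groups with edgeR's quasi-likelihood test, and a gene was called at an adjusted p below 0.01 and an absolute log2-fold change above 0.6. Of the 46 SASP-related genes listed in Fig 3E, 45 had an identifier in the count files under the name shown, and all 45 were tested. Upon HMGB1 knockdown, 22 of them rose and 23 fell, with a median log2-fold change of −0.04. The median was −0.26 without control replicate 2 and 0.12 without control replicate 1, so its sign depended on which library was left out. These 2 fits had no term for the isolate, so the isolates were unbalanced between the groups. Across the list, 19 genes rose and 20 fell in both of the fibroblast isolates used. No gene of the list passed the thresholds in either direction when p was adjusted over all genes tested, while 18 had an unadjusted p below 0.05. Adjusted over the list alone, 0 genes were up- and 3 were downregulated. With the isolate as a replicate block, 5 genes were up- and 8 were downregulated, and RUVs followed by DESeq2 gave 7 and 7. The 3 genes with the smallest p all fell. CLIC4, on chromosome 1 of hg19 from 25071848 to 25170815, had a log2-fold change of −2.06 (standard error 0.15, adjusted p = 0.010), with an expression of 797 ± 89.8 CPM (read counts scaled by library size; SD, n = 2) in control and 191 ± 0.772 (SD, n = 2) in knockdown libraries. The log2-fold change of RAB23, for which 33.3% of the exonic bases overlap another gene, was −1.24 (standard error 0.11, adjusted p = 0.011). That of CYR61 was −2.15 (standard error 0.28, adjusted p = 0.020). The 3′ UTRs of CLIC4 and RAB23 each hold 2 copies of the word GCAGTT, whose presence went with a fall across all genes, and that of CYR61 holds 0. Set against all other genes tested, the list did not pass the threshold of 0.05 (adjusted p = 0.460 from edgeR's camera test over 10 gene lists, and 0.427 with the replicate block).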

More than half of these genes directly relied on HMGB1 loss for induction (Fig 3E). This also held true when HUVEC HMGB1 hotspot TiLO clusters were analyzed (Appendix Fig S4G). In summary, TiLO has the power to identify spatial co‐associations of TADs, explaining the functional specialization of different genomic domains demarcated by HMGB1.

### *HMGB1* depletion underlies induction of the senescence program

It was previously shown that transduction of WI‐38 human fibroblasts with shRNAs against *HMGB1* suffices for senescence induction (Davalos *et al*, 2013). Here, we treated HUVECs with self‐delivering siRNAs targeting *HMGB1*. This led to a ~ 2‐fold reduction in HMGB1 protein and RNA levels within 72 h (Appendix Fig S5A) accompanied by a doubling of β‐galactosidase and p21‐positive cells in knockdown populations, but by only small changes in nuclear size and BrdU incorporation (Appendix Fig S5B–E). 

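RNA-seq was performed on IMR90 transfected with siRNAs against HMGB1 or with control siRNAs. The labels of the libraries give a harvest at 72 h, a time that the paper's text states for HUVECs. Each group had 2 libraries, replicate 1 from the isolate I90-10 and replicate 2 from the isolate I90-79. Libraries were made from poly(A)-selected RNA with the TruSeq kit and paired-end sequenced on a HiSeq4000. The authors mapped the reads to hg19 with STAR and deposited the number of unique reads that featureCounts placed on each of 63677 genes, without normalization. The totals counted on genes were 29869338 and 35317010 in the control libraries and 29861687 and 31086475 in the knockdown libraries. The paper states its depth as a number of sequenced read pairs, and the values given here use the counted totals. The 10 genes with the most reads took between 5.63% and 8.52% of the counts of a library. The setting of featureCounts for the strand is not named in the paper's text. From these counts, genes with few reads were left out with edgeR's filterByExpr, which kept 15398 genes, and the libraries were scaled by the TMM method. CPM values are scaled in this way. The knockdown was compared with the control without a term for the isolate, and fits with the isolate as a replicate block are given beside the results, such as 1028 up- and 1207 downregulated genes. The authors normalized with RUVs and tested with DESeq2, and this was run as an alternative with 1 factor, a number that the paper's text does not name. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so every p below it comes from a model fitted across all genes.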

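HMGB1 (ENSG00000189403) lies on chromosome 13 of hg19 from 31032884 to 31191734 on the minus strand. Its expression was 209 ± 39.5 CPM (SD, n = 2) in control and 17.4 ± 2.05 CPM (SD, n = 2) in knockdown libraries. This is a 12.0-fold decrease, or a log2-fold change of −3.59 (standard error 0.19, adjusted p = 0.0075 from edgeR's quasi-likelihood test). Of the 50-base pieces of its transcripts, 12.0% also occur in transcripts of other genes. The log2-fold change was −3.50 in isolate I90-10 and −3.65 in isolate I90-79, and it stayed between −3.77 and −3.38 when each library was left out in turn. Among the alternatives that keep all 4 libraries, RUVs with 1 factor moved it most, to −3.74, and the adjusted p ranged from 6.7e-133 to 0.0084. HMGA1 (ENSG00000137309), on chromosome 6 from 34204650 to 34214008, had 1170 ± 319.9 CPM (SD, n = 2) in control and 422 ± 63.0 CPM (SD, n = 2) in knockdown libraries. Its log2-fold change was −1.47 (standard error 0.24, adjusted p = 0.030), which does not pass the threshold of 0.01, and −1.45 with the isolate as a replicate block (adjusted p = 8.6e-05). Over the alternatives its adjusted p lay between 3.4e-32 and 0.031. The 3′ UTR of HMGA1 holds 2 copies of the word GCAGTT. CDKN1B (ENSG00000111276), on chromosome 12 from 12867992 to 12875305, rose from 38.6 ± 1.39 CPM (SD, n = 2) to 47.1 ± 6.19 CPM (SD, n = 2). Its log2-fold change of 0.29 (standard error 0.14, adjusted p = 0.240) was not past the threshold under any alternative, with adjusted p between 0.0998, with the replicate block, and 0.414. The log2-fold change was 0.15 without knockdown replicate 2 and 0.41 without knockdown replicate 1. HMGB2 (ENSG00000164104), on chromosome 4 from 174252846 to 174256276, had a log2-fold change of −0.20 (standard error 0.26, adjusted p = 0.652), and its 87.9 ± 28.6 CPM (SD, n = 2) in control and 76.5 ± 14.4 CPM (SD, n = 2) in knockdown libraries differed by less than the spread between the control replicates. HMGB2 fell in both isolates, at log2-fold changes of −0.03 in I90-10 and −0.32 in I90-79. The direction changed when control replicate 2 was left out, in a fit without a term for the isolate, which unbalanced the isolates.

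**Figure D1:**
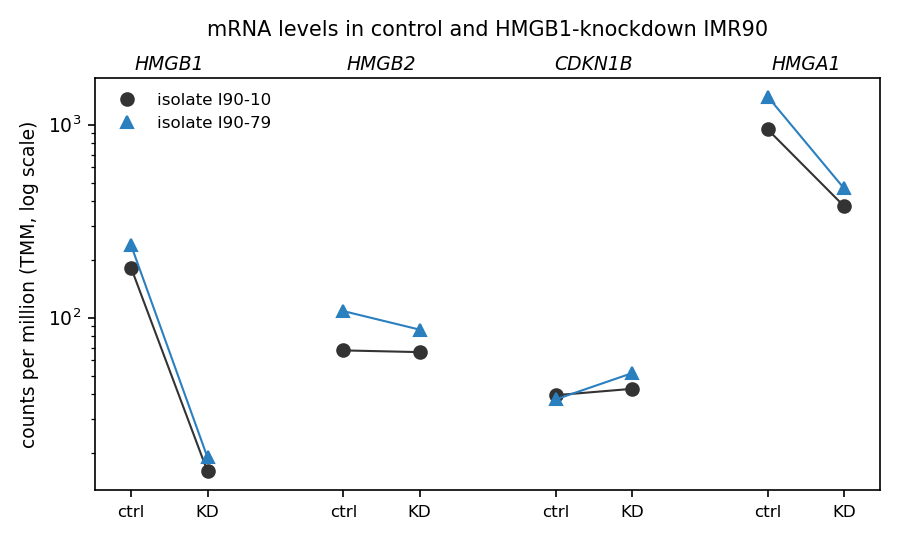
Expression of HMGB1, HMGB2, CDKN1B and HMGA1 in each of the 2 control and 2 HMGB1 knockdown libraries, in CPM on a log axis, with lines joining the libraries of one isolate. HMGB1 fell from 181 to 16.0 CPM in isolate I90-10 and from 237 to 18.9 CPM in isolate I90-79.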

To obtain stronger effects, we turned to IMR90 where standard siRNA transfections allowed for a > 10‐fold decrease in HMGB1 protein and RNA levels, as well as to changing expression of such senescence markers as *CDKN1B* and *HMGA1* (without affecting *HMGB2*; Fig 4A). 

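Of the 15398 genes tested, 10 were up- and 21 were downregulated upon HMGB1 knockdown at an adjusted p below 0.01 and an absolute log2-fold change above 0.6. At an adjusted p below 0.05 and with any fold change there were 1299 genes, and 4359 had an unadjusted p below 0.05. Leaving out the filter on low counts moved the numbers of called genes most, to 1118 up- and 1275 downregulated genes. The authors' sequence of steps, RUVs followed by DESeq2, gave 764 up- and 831 downregulated genes. All 10 up- and 21 downregulated genes were also called with the isolate as a replicate block, which called 1028 up- and 1207 downregulated genes. Of all genes tested, 78.3% changed the same way in the 2 isolates, with a correlation of 0.74 across genes, which are not independent replicates. Among called genes with a mean of at least 1 CPM and the same direction in both isolates, the largest increase was that of MT1G, on chromosome 16 from 56700643 to 56701977. It had 0 and 1 counts in the control and 204 and 240 counts in the knockdown libraries, and so was at least 80.4-fold higher in the knockdown (adjusted p = 0.0079). UNC13A, on chromosome 19 from 17712137 to 17799401, followed with a log2-fold change of 6.27 (standard error 0.29, adjusted p = 0.0075). Next came MAPK8IP2 with 5.42 (standard error 0.25), SCG2 with 4.82 (standard error 0.22) and TMEM198 with 3.53 (standard error 0.19), each with an adjusted p of 0.0075. Among the same called genes, the largest decrease was that of the pseudogene HMGB1P5, at a log2-fold change of −5.09 (standard error 0.29, adjusted p = 0.0075), of whose 50-base pieces 69.3% also occur in other genes. RNF7, on chromosome 3 from 141457046 to 141466402, fell from 102 ± 6.65 CPM (SD, n = 2) to 8.38 ± 1.76 CPM (SD, n = 2), a log2-fold change of −3.61 (standard error 0.19, adjusted p = 0.0075). AMOTL2 fell by 2.96 on the log2 scale (standard error 0.20) and ATPAF1 by a log2-fold change of −2.82 (standard error 0.18), both with an adjusted p of 0.0090. The 3′ UTRs of RNF7, AMOTL2 and ATPAF1 hold 3, 3 and 4 copies of the word GCAGTT. Over the alternatives, the adjusted p of these 9 genes lay between 3.7e-194 and 0.00999.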

Analysis of RNA‐seq data from siRNA‐treated and control IMR90 returned ~ 900 up‐ and > 950 downregulated genes upon *HMGB1* knockdown (Fig 4B). 

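Lists of genes written down before the counts were examined were set against all other genes tested with edgeR's camera test at a preset correlation of 0.01, and p was adjusted over the 10 lists. Part of the authors' table of genes regulated in these libraries had been read when the lists were written. Of 93 cytokine genes, 47 were tested, and 25 rose and 22 fell, with a median log2-fold change of 0.11 (adjusted p = 0.436). The median was −0.10 without knockdown replicate 2 and 0.54 without control replicate 2. No cytokine gene was called, over all genes tested or adjusted over the list alone, and 13 had an unadjusted p below 0.05. With the isolate as a replicate block, 12 cytokine genes were up- and 5 downregulated. With all 4 libraries kept, the alternative that moved the median most was to leave out the filter on low counts, which gave −4.6e-04 over 71 genes. The smallest p were those of TSLP, with a log2-fold change of 1.00 (standard error 0.12, adjusted p = 0.017), TNFSF15, with 1.92 (standard error 0.33, adjusted p = 0.033), and CSF1, with −1.30 (standard error 0.24, adjusted p = 0.038). Of 160 genes of chromatin regulators, 153 were tested, and 65 rose and 88 fell, with a median log2-fold change of −0.06 (adjusted p = 0.436). This median lay between −0.10, without knockdown replicate 2, and −0.013, without knockdown replicate 1. None was called over all genes tested, 1 was downregulated when adjusted over the list alone, and 44 had an unadjusted p below 0.05. With the replicate block, 8 were up- and 15 downregulated. Their smallest p belonged to KDM3A, at a log2-fold change of −1.66 (standard error 0.15, adjusted p = 0.010), JARID2, at −1.09 (standard error 0.12, adjusted p = 0.015), and SETD7, at 1.38 (standard error 0.20, adjusted p = 0.023). The 3′ UTRs of these 3 genes hold 2, 1 and 1 copies of the word GCAGTT, and those of TSLP, TNFSF15 and CSF1 hold 2, 1 and 0. Of 28 p53 target genes, 27 were tested, and 5 rose and 22 fell, 20 of them in both isolates. The median log2-fold change of −0.37 passed the threshold of 0.05 (adjusted p = 8.3e-04, and 0.0014 with the replicate block). It lay between −0.51, without control replicate 2, and −0.29, without control replicate 1. Adjusted over the list alone, 1 p53 target gene was up- and 1 downregulated, against 0 and 0 over all genes tested, 15 had an unadjusted p below 0.05, and with the replicate block 1 was up- and 9 were downregulated. ZMAT3, whose 3′ UTR holds 6 copies of GCAGTT, had a log2-fold change of −1.49 (standard error 0.16, adjusted p = 0.013), PMAIP1, with 0 copies, 1.69 (standard error 0.23, adjusted p = 0.022) and EDA2R, with 1 copy, −0.77 (standard error 0.12, adjusted p = 0.029). Across the 10 lists, 4 passed the threshold with camera. Of these 4, 0 did so with fry or with a correlation estimated from the data, both run without the replicate block. There the p53 target genes had an adjusted p of 0.110 and 0.305. The lowest adjusted p of that list was 3.1e-05, without the filter on low counts.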

GO term and gene set enrichment analyses showed that the upregulated genes could be linked to proinflammatory signaling, while downregulated ones associated with changes in chromatin organization, transcriptional silencing, and the p53 pathway, all hallmarks of senescence entry (Fig 4C and D). Looking for direct HMGB1 targets in knockdown data, we identified 104 up‐ and 121 downregulated genes bound by HMGB1; they showed mean ChIP‐seq signal enrichment at their 5’ or 3’ ends. Reassuringly, upregulated genes were linked to NF‐κB and p38 signaling, as well as exocytosis; downregulated ones were linked to growth signaling, chromatin reorganization, and cell cycle arrest (Appendix Fig S5F). Interestingly, comparison of significant gene expression changes upon *HMGB1* knockdown to those from senescence entry cells revealed poor correlation (Appendix Fig S5G). Genes downregulated in both knockdown and senescent cells were notably linked to RNA splicing, processing, and cleavage. Genes downregulated in senescence and upregulated upon *HMGB1* knockdown were relevant to RNA metabolism, but also the stress response and apoptosis (Appendix Fig S5G). Thus, HMGB1 appears to control a specific leg of the senescence gene expression program.

**Figure 4:**
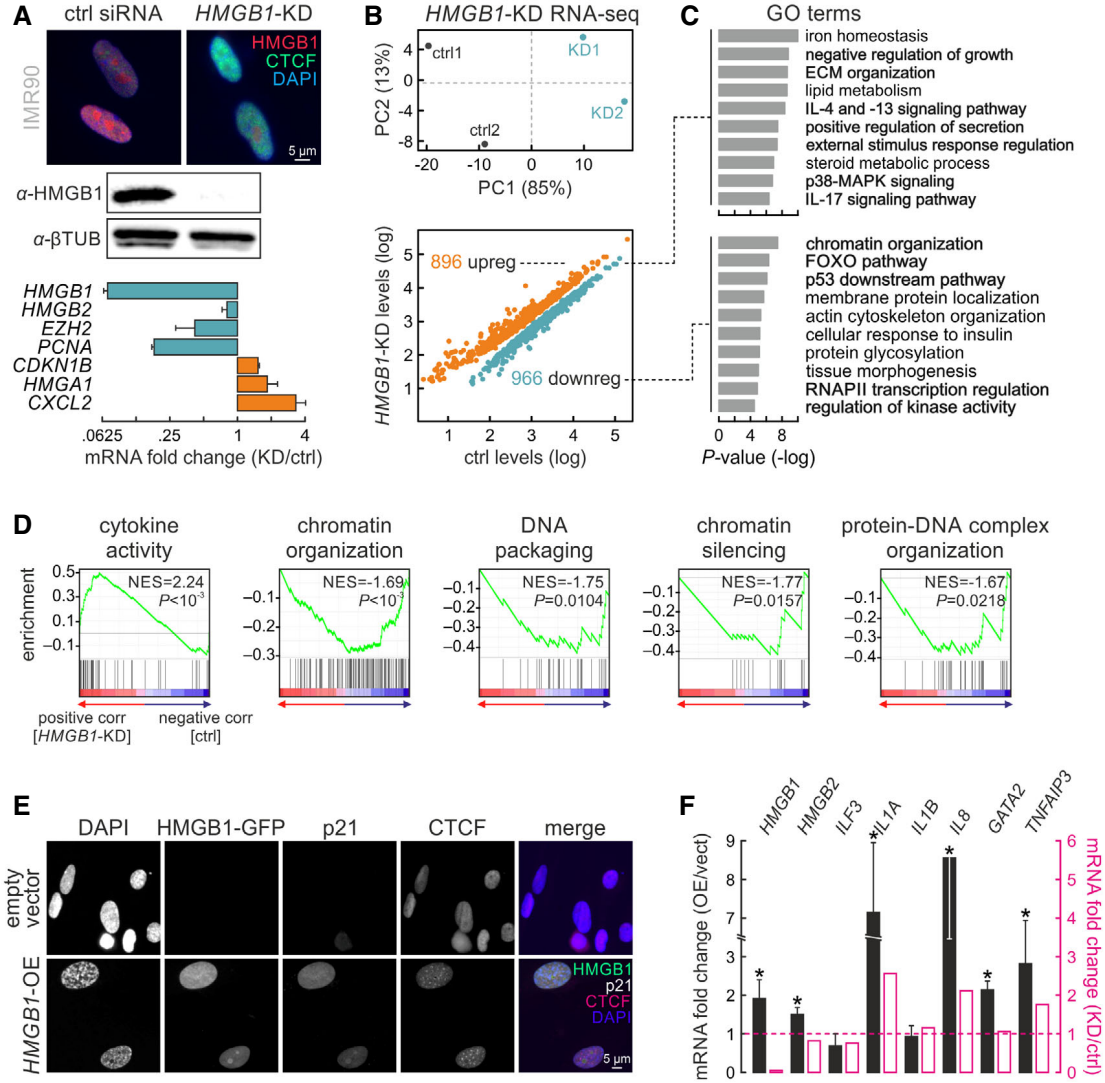
Modulating HMGB1 expression induces senescence‐specific gene expression changes Immunofluorescence (*top*), Western blot (*middle*), and RT–qPCR analyses (*bottom*; mean fold change ± SD from two biological replicates) confirm *HMGB1* knockdown in IMR90.PCA analysis plot (*top*) of control (*black*) and *HMGB1* knockdown replicates (*blue*). Scatter plot (*bottom*) showing significantly up‐ (> 0.6 log_2_‐fold change; *orange*) or downregulated genes (< −0.6 log_2_‐fold change; *green*) upon *HMGB1* knockdown.Bar plots showing GO terms associated with the up/downregulated genes from panel B and their enrichment *P*‐values (−log; *right*).Gene set enrichment analysis of *HMGB1*‐KD data. Normalized enrichment scores (NES) and associated *P*‐values for each gene set are shown.Representative images of IMR90 overexpressing HMGB1‐GFP, immunostained for p21 and CTCF, and counterstained with DAPI. IMR90 transfected with empty vectors provide a control. Bar: 5 μm.Bar plots showing RT–qPCR data (mean mRNA fold change ± SD, from two biological replicates) for selected genes in *HMGB1*‐overexpressing compared to control IMR90. The mean fold change for each mRNA from *HMGB1* knockdown RNA‐seq data is also shown for comparison (*magenta bars*). *P < 0.01; unpaired two‐tailed Student’s *t*‐test.

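The principal component analysis used the 500 most variable of the genes tested, as log2 CPM with a prior count of 2, and the paper's text does not name the genes behind its own plot. The first component held 78.5% of the variance, the second 17.1% and the third 4.40%. On the first component, the control libraries had scores of −37.3 (replicate 1) and −12.5 (replicate 2), and the knockdown libraries 17.97 (replicate 1) and 31.8 (replicate 2). The second component parted the isolates, with scores of 8.24 and 14.9 for the I90-10 libraries and −17.5 and −5.64 for the I90-79 libraries. With all genes tested, the first component held 68.6% of the variance, and with variance-stabilized counts from DESeq2 84.1%. Nothing was tested here, and 4 libraries allow no permutation p below 0.333. From the changes in knockdown and overexpression, the paper states in the title of this figure that altering HMGB1 levels brings about expression changes specific to senescence.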

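In the knockdown RNA-seq data, the fold change of IL1A, on chromosome 2 from 113531492 to 113542167, was 2.97, a log2-fold change of 1.57 (standard error 0.78, adjusted p = 0.253). IL8, on chromosome 4 from 74606223 to 74609433, had a fold change of 2.41, a log2-fold change of 1.27 (standard error 0.91, adjusted p = 0.409). For TNFAIP3, on chromosome 6 from 138188351 to 138204449, the fold change was 1.93, a log2-fold change of 0.95 (standard error 0.27, adjusted p = 0.0969). None of these 3 genes was called in the main test, and each of them was when edgeR's fit had the replicate block, at log2-fold changes of 1.80 (adjusted p = 6.5e-04), 1.69 (adjusted p = 0.0030) and 0.99 (adjusted p = 8.1e-04). RUVs followed by DESeq2 also called IL1A and TNFAIP3, DESeq2 without factors called TNFAIP3, and the fit without the filter on low counts called all 3, while DESeq2 with the replicate block did not call IL8 (adjusted p = 0.043). Over all alternatives, the adjusted p of IL1A lay between 3.7e-17 and 0.383, that of IL8 between 4.4e-12 and 0.509 and that of TNFAIP3 between 4.5e-10 and 0.0984. All 3 rose in both isolates. The log2-fold changes in I90-10 and I90-79 were 2.37 and 1.34 for IL1A, 2.41 and 0.99 for IL8, and 1.22 and 0.76 for TNFAIP3. The levels of IL1A and IL8 differed widely between the replicates of a group, which come from different isolates. The fits with a library left out had no term for the isolate, so this difference also enters them. IL1A had 19.4 ± 18.1 CPM (SD, n = 2) in control and 57.9 ± 33.1 CPM (SD, n = 2) in knockdown libraries, and its log2-fold change was 0.82 without knockdown replicate 2 and 3.13 without control replicate 2. Without the same libraries, that of IL8 was 0.46 and 3.22. TNFAIP3 had 0.62 without control replicate 1 and 1.37 without control replicate 2. IL1B had a fold change of 1.08 and a log2-fold change of 0.11 (standard error 0.98, adjusted p = 0.955), with 231 ± 266 CPM (SD, n = 2) in control and 249 ± 128 CPM (SD, n = 2) in knockdown libraries. It rose in isolate I90-10, by a log2-fold change of 1.89, and fell in isolate I90-79, at −0.30, and its log2-fold change was −0.75 without control replicate 1 and 2.54 without control replicate 2. The replicate block moved it to 0.77 (adjusted p = 0.202), and RUVs with 1 factor to −0.38. GATA2 had a fold change of 1.13 and a log2-fold change of 0.18 (standard error 0.34, adjusted p = 0.767), which was 0.23 with the replicate block (adjusted p = 0.306), −0.12 with RUVs, −0.21 without control replicate 1 and 0.72 without control replicate 2. GATA2 and IL1A each hold 1 copy of the word GCAGTT in the 3′ UTR, and IL8, IL1B and TNFAIP3 hold 0.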

We complemented our knockdown experiments with *HMGB1* overexpression. We expressed an HMGB1‐GFP fusion protein in IMR90 using a doxycycline‐inducible PiggyBac system (Fig 4E). We selected for transfected cells using antibiotics, but refrained from generating single cell‐derived populations to gauge heterogeneity arising from differences in integration sites. Within < 10 h of overexpression induction, nuclear accumulation of HMGB1 in a subset of the population led to a strong increase in p21 signal, to the emergence of characteristic DAPI‐dense foci and, in some cases, to the formation of senescence‐induced CTCF clusters (Zirkel *et al*, 2018; Fig 4E). All these are hallmarks of senescence entry and agree with changes in SASP gene expression following *HMGB1* overexpression (Fig 4F). Thus, increased HMGB1 levels can also drive senescence entry, most likely via reinforced paracrine signaling.

### HMGB1 binds and regulates a discrete set of senescence‐related mRNAs

The number of protein‐coding loci bound by HMGB1 and regulated upon senescence entry and *HMGB1* knockdown does not explain the full extent of the senescence program (Appendix Figs S2F and G, and S5F). To address this disparity, we pursued the idea that HMGB1 also acts as an RNA‐binding protein (RBP), as was suggested by recent classifications of the human proteome (Castello *et al*, 2016; Trendel *et al*, 2019). This idea was reinforced by our analysis of Ribo‐ and RNA‐seq data (Appendix Figs S1F and S5G) and by our cataloguing of HMGB1 protein partners in proliferating IMR90. Mass spectrometry revealed a broad range of RBPs and splicing regulators co‐immunoprecipitating with HMGB1, in addition to the expected chromatin‐associated proteins (Fig 5A) and despite coIPs being performed after RNase A treatment of samples to avoid indirect interactions. In the end, ~40% of HMGB1 interactors qualify as RBPs (Fig 5B).

**Figure 5:**
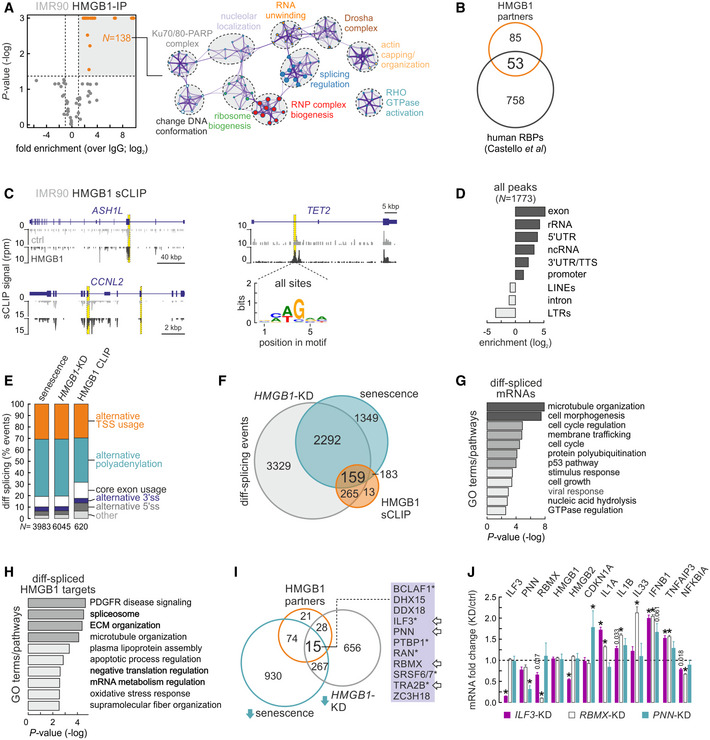
HMGB1 binds specific mRNAs and its loss affects splicing Volcano plot (*left*) showing mass‐spec data for proteins co‐immunoprecipitating with HMGB1. Statistically enriched HMGB1 interactors (*orange dots*) associate with the GO terms/pathways illustrated in the network analysis (*right*; node size reflects the number of proteins it includes; proteins are listed in Dataset EV4).Venn diagram showing 1/3 of HMGB1 interactors classifying as RNA‐binding proteins (according to Castello *et al*, 2016).Genome browser views showing HMGB1 sCLIP data (*black*) along the *ASH1L, CCNL2,* and *TET2* loci; input tracks (*gray*) provide background levels. *: significantly enriched peaks. The consensus motif for HMGB1 binding on RNA is also shown (*bottom right*).Bar graphs showing genomic distribution of HMGB1 RNA‐bound peaks (log_2_ enrichment).Bar plots showing relative occurrence of differential‐splicing events in IMR90 undergoing senescence (*left*), in HMGB1 knockdown IMR90 (*middle*), or in HMGB1‐bound mRNAs (*right*). The number of bound mRNAs (*N*) analyzed is indicated below each bar.Venn diagram showing differential‐splicing events shared between conditions from panel (F).Heatmaps showing GO terms/pathways associated with differentially spliced mRNAs shared between senescence entry and HMGB1 knockdown from panel (F).As in panel G, but for the 75 mRNAs also bound by HMGB1 in sCLIP data.Venn diagram (*left*) showing 15 HMGB1 interacting proteins from panel (A) are also downregulated upon both senescence entry and *HMGB1* knockdown in IMR90. Of these, 12 are RBPs, 6 have been implicated in senescence (*asterisks*), and 4 are bound by HMGB1 in sCLIP data (*arrows*).Bar graphs showing mean fold change in selected mRNAs (over ± SD from two biological replicates) from *ILF3* (*purple*), *RBMX* (*white*), or *PNN* knockdown experiments (*blue*) in proliferating IMR90. *: significantly different to siRNA controls; *P* < 0.01, unpaired two‐tailed Student’s *t*‐test. Dashed line indicates no change in expression.

To study HMGB1 as an RNA binder, we applied sCLIP (Kargapolova *et al*, 2017) to proliferating IMR90 (Appendix Fig S6A and B). Analysis of two well‐correlated replicates (Appendix Fig S6C) provided a set of 1,773 binding peaks on 866 different transcripts (Fig 5C). Reassuringly, HMGB1‐bound mRNAs display < 14% overlap to HMGB1‐bound genes in ChIP‐seq (Appendix Fig S6D). Thus, cross‐linking of HMGB1 to RNA cannot simply be the by‐product of its binding to transcriptionally active chromatin loci.

On RNA, HMGB1 mostly binds exons and 5’/3’ UTRs, but also a substantial number of non‐coding RNAs (Fig 5C and D). HMGB1‐bound sites present the same hexameric 5’‐NMWGRA‐3’ (M = A/C, W = A/T, R = A/G) motif irrespective of the predicted folding of the underlying RNA (Fig 5C and Appendix Fig S6E). Much like what we observed in ChIP‐seq, HMGB1 binds ~3‐fold more transcripts that are up‐ rather than downregulated upon senescence. Upregulated mRNAs associated with senescence‐related GO terms such as ECM organization, wound healing, and negative regulation of cell proliferation, while downregulated ones mostly with processes such as RNA splicing, RNA‐/miRNA‐mediated gene silencing or histone remodeling and deacetylation (Appendix Fig S6F). 

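Dataset EV1 lists 866 genes whose RNA was bound by HMGB1 in sCLIP, a crosslinking and immunoprecipitation assay, and 863 of these identifiers were found in the count files. Of the bound genes, 830 were expressed at a level that allowed a test. At the thresholds of the paper's methods, 0 of them were up- and 0 were downregulated upon HMGB1 knockdown, against 10 and 21 of the 14568 other genes tested (two-sided Fisher's exact test, p = 1 and p = 0.626). An unadjusted p below 0.05 was found for 275 bound genes, of which 104 rose and 171 fell. Adjusted over the list alone, 2 were up- and 4 were downregulated. With the isolate as a replicate block, 55 bound genes were upregulated, which is 6.63% of them against 6.68% of the other genes (odds ratio 0.99, 95% confidence interval 0.73 to 1.32, p = 1 from the same exact test). In that fit 101 bound genes were downregulated, 12.2% against 7.59% of the other genes (odds ratio 1.69, 95% confidence interval 1.34 to 2.099, exact p = 7.6e-06, or 1.5e-05 when adjusted over both directions). Leaving out the filter on low counts moved the number of downregulated bound genes most, to 106, beside 57 upregulated ones, with a background that then included weakly expressed genes. The number of upregulated ones moved most, to 58, with DESeq2 and the replicate block, a setting chosen after seeing the data. RUVs followed by DESeq2 gave 55 and 73, with an odds ratio of 1.47 for the downregulated genes (exact p = 0.0039). Bound genes had more reads than the others, with a median of 112 CPM against 16.6 CPM, and the word GCAGTT was found in the 3′ UTRs of 41.3% of bound and 35.8% of other genes.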

After crossing sCLIP with RNA‐seq data from *HMGB1* knockdown IMR90, 56 up‐ and 97 downregulated mRNAs were found bound by HMGB1. Curiously, upregulated transcripts showed a slight bias for HMGB1 binding in their 5’ ends, while downregulated ones showed stronger 3’ end binding (Appendix Fig S6G and H). Consistent with all previous observations, upregulated mRNAs could be linked to processes such as ECM organization and inflammatory activation, while downregulated mRNAs to splicing and chromatin reorganization (Appendix Fig S6H).

As RBPs are known to affect the splicing patterns of their target transcripts, we examined how splicing is altered upon senescence entry by IMR90 using Whippet (Sterne‐Weiler *et al*, 2018). We documented ~ 4,000 significant changes in mRNA splicing, the majority of which concerned alternative usage of transcription start and polyadenylation sites (> 80% of cases; Fig 5E), consistent with recent observations in senescing HUVECs (Shen *et al*, 2019). This trend remained essentially invariable when we interrogated the kind of splicing changes occurring upon *HMGB1* knockdown or to HMGB1‐bound and differentially spliced mRNAs (Fig 5E). A large fraction (~ 26%) of splicing events in mRNAs bound by HMGB1 in sCLIP overlap events seen upon both senescent and HMGB1‐KD IMR90 (and > 95% overlap the events seen in at least one of the two conditions; Fig 5F). Differentially spliced mRNAs shared by senescence entry and *HMGB1* knockdown encode factors linked to such senescence‐regulated processes as cell cycle and cell growth regulation, and the p53 pathway (Fig 5G), while those additionally bound by HMGB1 show a bias toward processes linked to RNA splicing and biogenesis (Fig 5H). Thus, the nuclear loss of HMGB1 correlates with changes to the cell’s transcriptome processing.

In light of this unforeseen role, we revisited the HMGB1 interactome (Fig 5A) and found that 15 HMGB1 protein partners were downregulated in senescence, but also upon *HMGB1* knockdown. Of these, 12 qualified as RBPs (Castello *et al*, 2016). 

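The 12 RBPs shown in Fig 5I had a median log2-fold change of −0.45 upon HMGB1 knockdown, and all 12 fell in both isolates. When each library was left out in turn, the median stayed between −0.61, without knockdown replicate 2, and −0.36, without control replicate 2. None of the 12 was called at an adjusted p below 0.01 and a log2-fold change below −0.6 over all genes tested, while 7 had an unadjusted p below 0.05. Adjusted over the list alone, 1 was downregulated, and since the study chose the list on these libraries among others, this count is not independent evidence. Once the isolate was a replicate block, 3 of the 12 were called, and 6 had an adjusted p below 0.01 at any fold change. The alternative that moved the number most was RUVs followed by DESeq2, with 6 downregulated genes. RAN, on chromosome 12, had the largest fall, at a log2-fold change of −1.63 (adjusted p = 0.0104). ZC3H18 followed at −0.72 (adjusted p = 0.043) and SRSF6 at −0.61 (adjusted p = 0.039), and these 3 were the ones called with the replicate block. The other 9 lay between −0.54 (DDX18) and −0.29 (TRA2B). The 3′ UTRs of 10 of the 12 genes hold the word GCAGTT, with 5 copies in RAN, 4 in SRSF6 and 1 in ZC3H18.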

BCLAF1 (Shao *et al*, 2016), ILF3 (Tominaga‐Yamanaka *et al*, 2012; Wu *et al*, 2015), PTBP1 (Georgilis *et al*, 2018), RAN (Cekan *et al*, 2016; Gu *et al*, 2016; Sobuz *et al*, 2019), SRSF7 (Chen *et al*, 2017), and TRA2B (Chen *et al*, 2018) were recently implicated in senescence and SASP regulation (Fig 5I, *starred*), while ZC3H18 was identified as a mediator of NF‐κB activation (Gewurz *et al*, 2012). Strikingly, the mRNAs of *ILF3*, *PNN*, *RBMX,* and *TRA2B* are also directly bound by HMGB1 in sCLIP data (Fig 5I, *arrows*). 

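Among the RBPs that Dataset EV1 lists as bound in sCLIP, PNN, on chromosome 14 from 39644387 to 39652422, had 95.0 ± 15.2 CPM (SD, n = 2) in control and 71.5 ± 20.1 CPM (SD, n = 2) in knockdown libraries, a log2-fold change of −0.41 (standard error 0.23, adjusted p = 0.298). RBMX, on chromosome X from 135930163 to 135962923, had 236 ± 21.2 CPM (SD, n = 2) and 189 ± 9.77 CPM (SD, n = 2), a log2-fold change of −0.32 (standard error 0.13, adjusted p = 0.179). TRA2B, on chromosome 3 from 185633694 to 185655924, had 179.6 ± 16.98 CPM (SD, n = 2) and 147 ± 18.4 CPM (SD, n = 2), a log2-fold change of −0.29 (standard error 0.14, adjusted p = 0.256). With the isolate as a replicate block, the adjusted p of PNN was 0.016, that of RBMX 0.032 and that of TRA2B 0.042. Over the alternatives these values ranged from 0.0011 to 0.316, from 0.029 to 0.253 and from 0.030 to 0.361, and with the block the fold change of none of the 3 reached the threshold of 0.6 in size. RUVs followed by DESeq2 called PNN as downregulated, at a log2-fold change of −0.65 (adjusted p = 0.0011), and it was the only one of the 3 called under any alternative. For PNN, the log2-fold change was −0.15 without knockdown replicate 1 and −0.73 without knockdown replicate 2, and that of TRA2B was −0.17 and −0.42 without the same libraries. The 3′ UTR of TRA2B holds 1 copy of the word GCAGTT, and those of PNN and RBMX hold 0.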

Query of the STRING database (https://string‐db.org; Szklarczyk *et al*, 2019) links all these RBPs in a single network relevant to RNA processing (Appendix Fig S6I).

To validate this, we first performed co‐immunoprecipitation experiments showing that HMGB1 and ILF3 physically interact (Appendix Fig S6J). We next showed that, although ILF3 is downregulated upon *HMGB1* knockdown, its protein levels increase upon HMGB1 overexpression. This increase also manifests in a paracrine manner, since cells not carrying the HMGB1 overexpression cassette still show elevated ILF3 (Appendix Fig S6K). In addition, the ILF3 increase coincides with NF‐κB translocation into cell nuclei signifying inflammatory activation of cells (Appendix Fig S6L). In line with what was reported for oncogene‐induced senescence (Tominaga‐Yamanaka *et al*, 2012), ILF3 binds SASP‐relevant mRNAs in proliferating IMR90 (Appendix Fig S6M) and its senescence‐induced loss (Appendix Fig S6N) can lead to their stabilization for translation. Notably, in our model, ILF3 also binds HMGB2 mRNA (Appendix Fig S6M) and may thus be implicated in a feedforward regulatory loop for this factor. Finally, we knocked down *ILF3*, *RBMX*, and *PNN* individually in proliferating IMR90. With the exception of p21 induction, *PNN* knockdown did not affect *HMGB1/2* or SASP‐related mRNA levels. In contrast, *ILF3* and *RBMX* knockdown led to the upregulation of interleukins, *IFNB1* or *TNFAIP3* (Fig 5J), all related to inflammatory activation. Interestingly, *HMGB1* levels did not change in any of these experimental setups, while *ILF3*‐knockdown did suppress *HMGB2*. On this basis, we infer that HMGB1 is an upstream regulator of this cascade (given its binding on the mRNAs of all three RBPs; Fig 5I), while ILF3 can specifically modulate HMGB2 (which cannot happen via *HMGB1* knockdown; Fig 4A). Thus, HMGB1 is central to a regulatory circuit comprising RBP cofactors that regulate one another, as well as cell‐autonomous and paracrine senescence.

## Discussion

Unlike the well‐documented extracellular role of HMGB1 as a proinflammatory stimulus, its positioning along mammalian chromosomes and the transcriptional control it exerts are poorly understood. Here, we assign a multifaceted role to HMGB1—first as an on‐chromatin regulator of active gene loci, and then as a *bona fide* RNA‐binding protein regulating a distinct subset of mRNAs. Together, we deduce that HMGB1 acts to “buffer” gene expression levels, its loss from senescent cell nuclei mostly triggering upregulation of target loci and mRNAs. In addition, a subset of HMGB1‐bound positions mark TAD/loop domain boundaries. 

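Of the 45 SASP-related genes of Fig 3E that were tested, 22 rose and 23 fell upon HMGB1 knockdown, with log2-fold changes between −2.15 and 1.34, and none was called in the main test. Once the isolate was a replicate block, 5 were up- and 8 were downregulated. In both isolates, 19 rose and 20 fell.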

Domains rich in HMGB1 binding peaks preferentially co‐associate in 3D nuclear space and harbor SASP‐related genes induced upon both senescence entry and *HMGB1* knockdown. This suggests that HMGB1 loss also affects chromatin topology in a manner relevant to gene expression changes. Interestingly, 3D chromatin domains rich in HMGB1 are generally depleted of CTCF loops. This implies that these spatial conformations may be incompatible and form by different mechanisms.

In its novel role as a direct RNA‐binding regulator, HMGB1 is part of RNP complexes that affect transcript splicing and processing. In fact, a number of HMGB1 partners are RBPs implicated in the regulation of senescence induction and the SASP (Tominaga‐Yamanaka *et al*, 2012; Wu *et al*, 2015; Cekan *et al*, 2016; Gu *et al*, 2016; Shao *et al*, 2016; Chen *et al*, 2017; Georgilis *et al*, 2018; Sobuz *et al*, 2019). In addition, the mRNAs of four of these RBPs (i.e., *ILF3*, *PNN*, *RBMX,* and *TRA2B*) are also direct HMGB1 targets. This renders HMGB1 a central player also in RNA homeostasis. Once HMGB1 is depleted from nuclei, mRNAs necessary for paracrine senescence can become stabilized (Tominaga‐Yamanaka *et al*, 2012). This constitutes a remarkable example of a regulatory circuit, where deregulation of genes, transcripts, and topology in one cellular compartment (the nucleus) is in direct and quantitative crosstalk with signaling deployed in another (the extracellular space in which HMGB1 is secreted). Our observations come to substantiate previous hypotheses of low nuclear HMGB1 titers being necessary for the full deployment of the SASP (Davalos *et al*, 2013). Thus, the cascade regulating senescence entry has a strong, almost hierarchical, dependency on the nuclear events preceding SASP induction.

Recently, we characterized the function of the sister protein to HMGB1, HMGB2, as regards entry into replicative senescence (Zirkel *et al*, 2018). The loss of HMGB2 appears to precede that of HMGB1 and drives formation of prominent senescence‐induced CTCF clusters (SICCs). This affects the spatial architecture of chromosomes and concomitantly gene expression. Intriguingly, HMGB2 target loci are also usually upregulated once relieved of HMGB2 binding; however, this is the only similarity between the functions of HMGB1 and HMGB2. The loss of HMGB1 does not trigger SICC formation, the same way that the loss of HMGB2 does not trigger p21 activation or SASP induction. Also, HMGB1 and HMGB2 bind non‐overlapping genomic loci and demarcate TADs in distinct modes—HMGB2 marks the extremities of TADs that shift one boundary upon senescence entry, while HMGB1 is mostly found at invariable TAD/loop domain boundaries enriched for SASP‐related genes. 

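In the RNA-seq libraries, HMGB2 had 1987 and 3985 counts in the control and 1914 and 2706 counts in the HMGB1 knockdown replicates 1 and 2. Its log2-fold change was −0.03 in isolate I90-10 and −0.32 in isolate I90-79, and −0.18 with the isolate as a replicate block (adjusted p = 0.247). It was 0.18 without control replicate 2 and −0.50 without control replicate 1. These 2 fits had no term for the isolate, so leaving out a library unbalanced the isolates between the groups. Among the alternatives with all 4 libraries, RUVs with 1 factor moved the value most, to −0.46, with the lowest adjusted p, and the adjusted p ranged from 0.023 to 0.723. The 3′ UTR of HMGB2 holds 1 copy of the word GCAGTT.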

Critically, knockdown of *HMGB1* does not reduce *HMGB2* levels in our cells. Conversely, knocking down *HMGB2* does not affect *HMGB1* levels (Zirkel *et al*, 2018), meaning that the pathways these two factors control do not overlap, but are rather deployed in parallel. However, the nuclear loss of either HMGB coincides with changes in lamins, cohesin, and CTCF, which will also contribute to the effects observed in senescence.

Finally, *HMGB1* knockdown in primary lung fibroblasts leads to gene expression changes that are partially inversed upon senescence entry of the same cells (e.g., the negative regulation of RNAPII transcription is suppressed in the knockdown, but not in senescence; *MYC* activation is upregulated in the knockdown, but suppressed upon senescence entry). This may be interpreted as a coordinated counter‐regulation of HMGB1‐driven effects on the path to senescence and can be explained by the fact that the nuclear presence of HMGB1 is linked to favorable proautophagic effects that enhance cell survival and limit programmed cell death (Tang *et al*, 2010). This might also be a simple way to explain the strong overexpression of *HMGB1* in various cancer types (Tang *et al*, 2010; Li *et al*, 2014). This overexpression, although highly deleterious for normal cells, seems to favor increased cell proliferation (Kang *et al*, 2013; Li *et al*, 2014). Thus, the nuclear abundance of HMGB1 (and likely also of HMGB2) can be seen as a marker for proliferative capacity: Senescent cells have essentially no nuclear HMGBs, while continuously dividing cancer cells display levels even higher than those seen in normal tissue. 

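In the knockdown RNA-seq data, MYC, on chromosome 8 of hg19 from 128747680 to 128753674, had 75.6 ± 17.7 CPM (SD, n = 2) in control and 108 ± 2.09 CPM (SD, n = 2) in knockdown libraries. Its log2-fold change was 0.51 (standard error 0.18, adjusted p = 0.141), and 0.53 with the isolate as a replicate block (adjusted p = 0.013). It was 0.29 without control replicate 1 and 0.77 without control replicate 2. Over the alternatives its adjusted p lay between 0.0040 and 0.145, and its 3′ UTR holds 2 copies of the word GCAGTT. Of 52 MYC target genes in a list written before the counts were examined, all 52 were tested, and 42 rose and 10 fell, with a median log2-fold change of 0.31 (adjusted p = 8.3e-04 from camera over the 10 lists, and 3.4e-04 with the replicate block). Part of the authors' table of genes regulated in these libraries had been read by then, so the choice of this list is not independent of the data. The median was 0.49 without control replicate 2 and 0.12 without control replicate 1, a difference of more than 1.5 times from the median of all 4 libraries. Without the replicate block, the adjusted p was 0.445 with fry and 0.919 with a correlation estimated from the data. The lowest adjusted p, 1.7e-05, was found with camera and without the filter on low counts. None of the MYC target genes was called over all genes tested, 1 was upregulated when adjusted over the list alone, 18 had an unadjusted p below 0.05, and 7 were up- and 0 downregulated with the replicate block. The smallest p were those of FARSA, with a log2-fold change of 1.56 (standard error 0.16, adjusted p = 0.013), TMEM97, with 0.83 (standard error 0.12, adjusted p = 0.026), and HK2, with 1.59 (standard error 0.28, adjusted p = 0.036), whose 3′ UTRs hold 1, 0 and 2 copies of GCAGTT. No senescent libraries were analysed here.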

In a next step, deciphering the functional implications behind this “readout” may potentially help us understand how a subset of cells escape senescence to acquire a malignant identity.

## Materials and Methods

### Primary cell culture and senescence markers

Human umbilical vein endothelial cells from single, apparently healthy, donors (passages 2–3; Lonza) were continuously passaged to replicative exhaustion in complete Endopan‐2 supplemented with 2% FBS under 5% CO_2_. Cells were constantly seeded at ~ 10,000 cells/cm^2^, except for late passages when they were seeded at ~ 20,000 cells/cm^2^. Single IMR90 isolates (I90‐10 and I90‐79, passage 5; Coriell Biorepository) were continuously passaged to replicative exhaustion in MEM (M4655, Sigma‐Aldrich) supplemented with non‐essential amino acids and 10% FBS under 5% CO_2_. Senescence‐associated β‐galactosidase assay (Cell Signaling) was performed according to the manufacturer’s instructions to evaluate the fraction of positively stained cells at different passages. Cell proliferation was monitored by MTT assays at different passages. In brief, ~ 5,000 cells are seeded into 96‐well format plates in quadruplicates. On the next day, the medium is replaced with 100 ml fresh medium plus 10 ml of a 12 mM MTT stock solution (Invitrogen), and cells are incubated at 37°C for 4 h. Subsequently, all but 25 ml of the medium is removed from the wells, and formazan dissolved in 50 ml DMSO, mixed thoroughly and incubated at 37°C for 10 min. Samples are then mixed again and absorbance read at 530 nm. Measurements are taken at 24, 48, and 72 h post‐seeding, background subtracted, and normalized to the 24‐h time point. Finally, nascent DNA synthesis was monitored by EdU incorporation and subsequent labeling with Alexa 488 Fluors (Click‐iT EdU Imaging Kit; Invitrogen). In brief, cells were incubated in 10 mM EdU for 7 h, fixed using 3.7% PFA/PBS for 15 min at room temperature, permeabilized, and labeled as per manufacturer’s instructions, before imaging on a widefield Leica microscope.

### Immunofluorescence and image analysis

Proliferating and senescent cells were grown on coverslips from the stage indicated and were fixed in 4% PFA/PBS for 15 min at room temperature. After washing once in PBS, cells were permeabilized in 0.5% Triton‐X/PBS for 5 min at room temperature. Blocking with 1% BSA/PBS for 1h was followed by incubation with the following primary antibodies for 1–2 h at the indicated dilution: mouse monoclonal anti‐HMGB1 (1:1,000; Abcam ab190377‐1F3); rabbit polyclonal anti‐HMGB2 (1:1,000; Abcam ab67282); mouse monoclonal anti‐HMGB1/2 (1:1,000; Sigma‐Aldrich 12248‐3D2); rabbit polyclonal anti‐CTCF (1:500; Active motif 61311); rabbit polyclonal anti‐H3K27me3 (1:1,000; Diagenode C15410069); mouse monoclonal anti‐p21 (1:500; Abcam ab184640‐GT1032); rabbit polyclonal anti‐lamin B1 (1:2,000; Abcam ab16048); and mouse monoclonal anti‐β‐tubulin (1:1,000; Sigma‐Aldrich T0198‐D66). Following immunodetection, cells were washed twice with PBS for 5 min before incubating with secondary antibodies for 1 h at room temperature. Nuclei were stained with DAPI (Sigma‐Aldrich) for 5 min, washed, and coverslips mounted onto slides in Prolong Gold Antifade (Invitrogen). Note that for gSTED microscopy only, the 2C Pack STED 775 secondary antibodies (1:2,000; Abberior 2‐0032‐052‐6) were used. For image acquisition, a widefield Leica DMI 6000B with an HCX PL APO 63x/1.40 (Oil) objective was used; confocal and super‐resolution images were acquired on a Leica TCS SP8 gSTED microscope with a 100×/1.40 (Oil) STED Orange objective. For immunofluorescence image analysis, the NuclearParticleDetector2D of the MiToBo plugin (ver. 1.4.3; available at http://mitobo.informatik.uni‐halle.de/index.php/Main_Page) was used. Measurements of nuclear immunofluorescence signal were automatically generated using a mask drawn on DAPI staining to define nuclear bounds. Background subtractions were then implemented to precisely determine the mean intensity per area of each immunodetected protein. Deconvolution of super‐resolution images was performed using the default settings of the Huygens software (Scientific Volume Imaging).

### Whole‐cell protein extraction, Western blotting, and mass spectrometry

For assessing protein abundance at different passages, ~4 × 10^6^ cells were gently scraped off 15‐cm dishes and pelleted for 5 min at 600 *g*. The supernatant was discarded, and the pellet resuspended in 100 ml of ice‐cold RIPA lysis buffer (20 mM Tris–HCl pH 7.5, 150 mM NaCl, 1 mM EDTA pH 8.0, 1 mM EGTA pH 8.0, 1% NP‐40, 1% sodium deoxycholate) containing 1× protease inhibitor cocktail (Roche), incubated for 20 min on ice, and centrifuged for 15 min at > 20,000 *g* to pellet cell debris and collect the supernatant. The concentration of nuclear extracts was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), before extracts were aliquoted and stored at −70°C to be used for Western blotting. For fractionations, the protocol previously described was used (Watrin *et al*, 2006) with addition of 1.5 μM EGS (10 min, room temperature) to stabilize HMGB1 on chromatin. Resolved proteins were detected using the antisera mentioned above, plus a mouse monoclonal anti‐H3K9me3 (1:200; Active motif 39286). For whole‐cell proteomics, extracts in RIPA buffer were analyzed by the CECAD proteomic core facility in biological triplicates on a Q‐Exactive Plus Orbitrap platform (Thermo Scientific) coupled to an EASY nLc 1000 UPLC system with column lengths of up to 50 cm.

### HMGB1 sCLIP and analysis

sCLIP was performed on ~ 25 million UV‐cross‐linked nuclei from proliferating IMR90 as previously described (Kargapolova *et al*, 2017) using the same the monoclonal HMGB1 antiserum (DSHB; PCRP‐HMGB1‐4F10) as for ChIP. Following sequencing of strand‐specific libraries on a HiSeq4000 platform (Illumina), raw reads were mapped to the human reference genome (hg19). Consistent peaks were identified by overlapping intervals of peaks with a *P*‐value < 0.05 from 2 biological replicates to obtain 1,773 peaks. This peak annotation was used to count reads uniquely aligned to each peak region using HTSeq, HMGB1‐bound transcript coordinates were retrieved via Ensembl (GRCh37) and annotated using HOMER (http://homer.ucsd.edu), and Gene Ontology analysis was performed using Metascape (www.metascape.org). Finally, the final merged peak list was used for *de novo* motif analysis using ssHMM (Heller *et al*, 2017) and significantly enriched motifs were compared with existing RBP motifs via Tomtom (http://meme‐suite.org/tools/tomtom). HMGB1‐bound mRNAs are listed in Dataset EV1.

### Chromatin immunoprecipitation (ChIP) sequencing and analysis

For each batch of ChIP experiments, ~ 25 million proliferating cells, cultured to > 80% confluence in 15‐cm dishes, were cross‐linked in 1.5 mM EGS/PBS (ethylene‐glycol‐bis‐succinimidyl‐succinate; Thermo) for 20 min at room temperature, followed by fixation for 40 min at 4°C in 1%PFA. From this point onward, cells were processed via the ChIP‐IT High Sensitivity kit (Active motif) as per manufacturer’s instructions. In brief, chromatin was sheared to 200–500 bp fragments on a Bioruptor Plus (Diagenode; 2× 9 cycles of 30‐s *on* and 30‐s *off* at the highest power setting), and immunoprecipitation was carried out by adding 4 µg of a monoclonal HMGB1 antiserum (Developmental Studies Hybridoma Bank; PCRP‐HMGB1‐4F10) to ~ 30 µg of chromatin and rotating overnight at 4°C in the presence of protease inhibitors. Following addition of protein A/G agarose beads and washing, DNA was purified using the ChIP DNA Clean & Concentrator Kit (Zymo Research) and used in next‐generation sequencing on a HiSeq4000 platform (Illumina) to obtain at least 25 million reads were obtained of both sample and its respective ‘‘input’’. Raw reads (typically 100 bp‐long) were processed with Encode ChIP‐Seq pipeline (v1.5.1; ENCODE Project Consortium, 2012). Reads were mapped to hg19 human reference genome with BWA (Li, 2013); subsequent processing and filtering steps were performed with default pipeline settings by Picard (https://broadinstitute.github.io/picard/), BEDTools (Quinlan & Hall, 2010), Phantompeaktools, and SPP peak callers. Aligned reads were used to produce IP/Input signal coverage tracks with MACS2 (Zhang *et al*, 2008). IDR thresholded HMGB1 ChIP‐seq peaks (conservative peak calling) per each cell type were annotated using Chipseeker (Yu *et al*, 2015) and are listed in Dataset EV2; Signal coverage files representing log2‐fold change in IP/Input signal were used in Deeptools (v3.5.0, Ramírez *et al*, 2016) for plotting signal coverage over particular genomic positions for different conditions/cell types. Finally, transcription factor recognition motif enrichments within DHS footprints under HMGB1 ChIP‐seq peaks were calculated using the Regulatory Genomics Toolbox (Gusmao *et al*, 2014). Note that all other ChIP‐seq datasets used here come from previous work (Zirkel *et al*, 2018), with the exception of publicly available CTCF ChiP‐Seq datasets for IMR90 (SRR639078) and HUVEC (ENCSR000ALA), RAD21 for IMR90 (ENCSR000EFJ), H3K4me3 for IMR90 (ENCSR431UUY) and HUVEC (ENCFF203KHF), and H3K27ac for IMR90 (ENCSR002YRE) and HUVEC (ENCFF038HNR). IMR90 CTCF ChIP‐seq was processed with Encode ChiP‐Seq pipeline to match the rest of used datasets.

### Total RNA isolation, sequencing, and analysis

Control and *HMGB1* knockdown were harvested in TRIzol LS (Life Technologies), and total RNA was isolated and DNase I‐treated using the DirectZol RNA miniprep kit (Zymo Research). Following selection on poly(dT) beads, barcoded cDNA libraries were generated using the TruSeq RNA library Kit (Illumina) and were paired‐end sequenced to at least 50 million read pairs on a HiSeq4000 platform (Illumina). Raw reads were mapped to the human reference genome (hg19) using default settings of the STAR aligner (Dobin *et al*, 2013), followed by quantification of unique counts using *featureCounts* (Liao *et al*, 2014). Counts were further normalized via the RUVs function of RUVseq (Risso *et al*, 2014) to estimate factors of unwanted variation using those genes in the replicates for which the covariates of interest remain constant and correct for unwanted variation, before differential gene expression was estimated using DESeq2 (Love *et al*, 2014). Genes with an FDR < 0.01 and an absolute (log_2_) fold change of > 0.6 were deemed as differentially expressed and listed in Dataset EV3. For splicing analysis, a reference index on the basis of hg19 annotation was first constructed, combined with all splice sites contained in the mapped RNA‐seq reads. Raw reads were then aligned using Whippet (Sterne‐Weiler *et al*, 2018) to the constructed index in order to quantify and annotate alternative splicing events. Subsequent plots were plotted using BoxPlotR (http://shiny.chemgrid.org/boxplotr/) and GO term enrichment bar plots using Metascape (http://metascape.org/gp/index.html; Zhou *et al*, 2019).

### siRNA‐mediated *HMGB1* knockdown and overexpression

Human umbilical vein endothelial cells were seeded at ~ 20,000 cells/cm^2^ the day before transfection. Self‐delivering Accell‐siRNA pools (Dharmacon) targeting *HMGB1*, plus a non‐targeting control (NTC; fluorescently tagged to allow transfection efficiency to be monitored), were added to the cells at a final concentration of 1 mM. Knockdown efficiency was assessed 72 h after transfection using RT–qPCR and immunofluorescence. For IMR90 cells, transfections using two different siRNAs and RNAiMAX (Invitrogen) were carried out as previously described (Zirkel *et al*, 2018). For HMGB1‐GFP overexpression using the PiggyBac system, details were exactly as described previously for HMGB2 (Zirkel *et al*, 2018) with the difference that cells only tolerated a < 10‐h induction of overexpression via doxycycline. In brief, the HMGB1 open reading frame was subcloned into the doxycycline‐inducible KA0717 expression vector to generate an HMGB1‐GFP fusion. The construct was co‐transfected into IMR90 together with transactivator and transposase‐encoding vectors (KA0637 and SBI Biosciences #PB200PA‐1, respectively) at a DNA mass ratio of 10:1:3 using Fugene HD (Promega) as per manufacturer’s instructions. Stable, transgene‐positive, proliferating IMR90 were selected using 250 mg/ml G418 (Sigma‐Aldrich) and driven into senescence before being either harvested in TRIzol for downstream RT–qPCR analysis or cross‐linked with 4% paraformaldehyde for 5 min at room temperature for immunofluorescence analyses.

### RNA immunoprecipitation (RIP) experiments

Approximately 5 × 10^7^ proliferating (p. 16; for HMGB1 and ILF3 IP) and senescent IMR90 (p. 35; for HMGB1 IP) were scraped on ice in PBS (Sigma), pelleted by centrifugation, and lysed in ice‐cold Polysome lysis buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES‐NaOH pH 7.0, 1 mM DTT, 200 U/ml RNAseIn, 1x PIC, 0.5% NP‐40) for 30 min. To ensure complete cell lysis, lysates were homogenized via 10 strokes with a Dounce homogenizer, passed through 27½‐gauge needle 4 times, and sonicated for 2 × 6 cycles (30‐s on/30‐s off, low input) on a Bioruptor sonicator (Diagenode). Lysates were next treated with 400 U/ml DNase I (Worthington, LS006343) for 30 min and centrifuged at maximum speed for 10 min to collect supernatants. 5% of the cell lysate was saved as input, and the rest was subjected to overnight immunoprecipitation at 4°C in the presence of 10 μg HMGB1 (DSHB, 4F10; 68 μg/μl), ILF3 (ABclonal Biotechnology, A2496), or IgG antibody (Millipore, 12‐371B; 1 μg/μl). Next day, 30 μl of protein‐G beads (Dynabeads, Invitrogen) per IP was pre‐washed 3 times with 1 ml of NT2 buffer (x buffer contains 250 mM Tris–HCl pH 7.4, 750 mM NaCl, 5 mM MgCl_2_, 0.25% NP‐40) and incubated for 1 h at 4°C with 25 μl/IP of mouse bridging antibody (Active Motif; 1 μg/μl) with end‐to‐end rotation. After three washes with NT2 buffer, the beads were added to the lysates and incubated at 4°C for 2 h under end‐to‐end rotation. After incubation, beads were washed 6 times with 1 ml of NT2 buffer for 3 min under end‐to‐end rotation between washes. Finally, samples were resuspended in TRIzol (Invitrogen) and RNA was purified using the Direct‐zol RNA Miniprep Kit (Zymo). Reverse transcription was carried out using the SuperScript™ II Reverse Transcriptase according to manufacturer’s instructions (Invitrogen) and qPCRs using the qPCRBIO SyGreen Mix Separate‐ROX (NIPPON).

### Co‐immunoprecipitation coupled to mass spectrometry

Approx. 6 × 10^6^ proliferating IMR90s were gently scraped and pelleted for 5 min at 600 *g*, supernatant discarded, and the pellet resuspended in 500 μl of ice‐cold lysis buffer (20 mM Tris–HCl pH 8.0, 1% NP‐40, 150 mM NaCl, 2 mM EDTA pH 8.0) supplemented with 1× protease inhibitor cocktail (Roche). This mixture was then incubated for 20 min on ice, followed by three cycles of sonication (30 s on, 30 s off, low input) and RNase A treatment, before centrifugation for 15 min at > 20,000 *g* to pellet cell debris and collect the supernatant. While lysates were precleared, 30 μl protein‐G magnetic beads (active motif) and 10 μg of HMGB1 antiserum (PCRP‐HMGB14F10s; DSHB) were incubated for 3 h at 4°C under rotation. Subsequently, the beads were captured on a magnetic rack (active motif) and added to the lysates for incubation at 4°C overnight under rotation. Next day, the beads were captured, washed four times with 800 μl ice‐cold wash buffer I (50 mM Tris, 0,05% NP‐40, and 50 mM NaCl), two times with 500 μl of wash buffer II (150 mM NaCl, 50 Mm Tris), recaptured, supernatant discarded, and purified proteins were predigested in 50 μl elution buffer (2 M urea, 50 mM Tris pH 7.5, 1 mM DTT, 50 ng trypsin) for 30 min at room temperature with gentle agitation. Following addition of 50 μl digestion buffer (2 M Urea dissolved in 50 mM Tris pH 7.5 and 5 mM chloroacetamide) and incubation for 30 min, another 50 μl of elution buffer supplemented with 50 ng of LysC and 100 ng of trypsin were added to each tube. Proteins were digested overnight at room temperature, the digestion was stopped by adding 1 μl trifluoroacetic acid, and peptides of each experiment were split in half, purified on two C18 stage tips, and all three replicates were analyzed by the CECAD proteomic core facility as above (all results are detailed in Dataset EV4).

### Ribo‐seq and analysis

High‐throughput ribosome profiling (Ribo‐seq) on proliferating and senescent IMR90 was performed in collaboration with Ribomaps Ltd (https://ribomaps.com) according to an established protocol (Ivanov *et al*, 2018). Three independent replicas of proliferating or senescent IMR90 were grown, harvested in ice‐cold polysome isolation buffer supplemented with cycloheximide, and shipped to Ribomaps for further processing and library preparation. Approx. 15% of each lysate was kept for isolation of RNA and used for RNA‐seq of poly(A)‐enriched fractions on a HiSeq2500 platform (Illumina). Following sequencing of both Ribo‐ and mRNA‐seq libraries, the per base sequencing quality of each replicate passed the quality threshold, raw read counts were assigned to each protein‐coding open reading frame (CDS) for Ribo‐seq and to each transcript for mRNA‐seq, and replicate correlations were tested. Read length distribution for Ribo‐seq datasets fell within the expected range of 25–35 nt, with a peak between 28 and 32 nt showing strong periodic signals and an enrichment in annotated CDSs. For mRNA‐seq, read lengths ranged between 47 and 51 nt and distributed uniformly across transcripts. For differential gene expression analysis, anota2seq (Oertlin *et al*, 2019) was used. Changes in Ribo‐seq data represent changes in the ribosome occupancy of the annotated protein‐coding open reading frame (CDS), and thus, only ribosome‐protected fragments that map to the CDS were used in the analysis. VST normalized counts outputted using DESeq2 (Love *et al*, 2014) and inputted into anota2seq were used for all subsequent downstream analysis. Differences in genes that pass a default false discovery rate (FDR) threshold of 15% were considered regulated. Such significant differences are then categorized into one of the following three modes: (i) translational: Changes in Ribo‐seq that are not explained by changes in RNA‐seq and imply changes at the protein level are due to changes at the translational level; (ii) mRNA abundance: Matching changes in RNA‐Seq and Ribo‐Seq that infer changes at the protein level are predominantly induced by changes at the transcriptional level; (iii) buffering: changes in RNA‐seq that are not explained by changes in Ribo‐seq and suggest maintenance of constant protein levels induced by changes at the transcriptional level or *vice versa*. Detailed results per gene locus and condition are listed in Dataset EV5.

### Whole‐genome chromosome conformation capture (Hi‐C) and TiLO analysis

Hi‐C data from proliferating and senescent HUVEC and IMR90 were generated previously (Zirkel *et al*, 2018), and the HiTC Bioconductor package was used to annotate, correct data for biases in genomic features (Servant *et al*, 2012), and visualize 2D heatmaps with a maximum resolution of 25 kbp at which TADs were also called via TADtool (Kruse *et al*, 2016). For plotting insulation and “loop‐o‐gram” heatmaps, normalized interaction values in the twenty 25‐kbp bins around each HMGB1 peak were added up, normalized to the median value in each matrix, and plotted provided the local maxima are higher than the third quantile of Hi‐C data in the matrix. All R scripts were described previously (Zirkel *et al*, 2018). Loop calling was performed with FAN‐C (Kruse *et al*, 2020) set of loops calling and filtering commands at resolution of 20 kbp.

For Topologically intrinsic Lexicographic Ordering (TiLO), we directly applied an algorithm from mathematical knot theory that makes zero assumptions about the structure, shape, or number of clusters in the data (Johnson, 2012). In brief, topologically intrinsic ordering was used to permutate the linear order of TADs (as the starting organization level in the Hi‐C matrices) until a certain “robustly irreducible” topological condition is satisfied. Then, the “pinch ratio” algorithm (Heisterkamp & Johnson, 2013) was applied to heuristically slice the network at connections between TADs exhibiting local interaction minima, while also considering noise in the matrices. Finally, this analysis returns a list of TADs grouped into multiple clusters in *cis*, also via its built‐in measure for network robustness defining the end‐point. For rendering 3D chromosome model of IMR90 and HUVEC TiLO data, the Chrom3D interface was used (Paulsen *et al*, 2018). For all chromosomes per cell type, intra‐TAD interactions were specified according to TILO output (Dataset EV6). Association with LADs was added as described in the Chrom3D manual for each chromosome (https://github.com/Chrom3D). LADs for proliferating and senescent IMR90 cells were inferred from LMNB1 ChIP‐seq data (GSM1197635). Reads were aligned to the hg19 reference genome using Bowtie 2 v2.3 with default parameters and merged using SAMtools v1.9. The outputs were applied to EDD v1.0 for LAD calling also using default parameters (Lund *et al*, 2014). In the absence of similar data for HUVECs, constitutive LAD positions (cLADs and ciLADs) were downloaded from the LAD atlas (Meuleman *et al*, 2013) and used the same way. In the end, a .*gtrack* file (Chrom3D input) for chromosome visualization was produced using Chrom3D scripts (https://github.com/Chrom3D/preprocess_scripts). Next, a .*BED* file specifying the genomic positions of the TADs (1 TAD = 1 bead) was created, and any gaps between them were filled as described in the Chrom3D manual. TADs belonging to the same contiguous TiLO cluster were grouped, and a separate .*gtrack* file was created for each TILO cluster containing only intrachromosomal interactions. All single‐base beads corresponding to gaps between TADs were removed from the final file. Finally, .*gtrack* files corresponding to each cluster were merged and inputted in Chrom3D, using 200,000 iterations (‐n), a nuclear radius of 5 (‐r), and a scale total volume of the beads relative to the volume of the nucleus set to 0.15 (‐y). For whole genome visualizations that take into account interchromosomal interactions, Hi‐C data were analyzed via HiCPro v2.11.4 at 40‐kbp and 1‐Mbp resolution, before LADs, TADs, and Hi‐C matrices were used for the production of a diploid .*gtrack* file using default parameters; chromosomes Y and M were removed. IDs of beads containing HMGB1 peaks were identified and colored using the script *processing_scripts/color_beads.py* and the *blend* keyword to maintain coloring. The script for TiLO input preparation is provided as Dataset EV7.

### Statistical tests

*P*‐values associated with Student’s *t*‐tests and Fischer’s exact tests were calculated using GraphPad (https://graphpad.com/), those associated with the Wilcoxon–Mann–Whitney test using R, and those with the hypergeometric test using an online tool (http://nemates.org/MA/progs/overlap_stats.html). Unless otherwise stated, *P‐*values < 0.01 were deemed as statistically significant.

## Author contributions

KS, NJ, YK, NÜ, AZ, IP, TG, and AM performed experiments; GL, JK, and AM generated and analyzed Ribo‐seq data; NJ, MN, YK, IV, and EGG performed computational analyses; CB and JA performed all NGS; AP conceived the study and wrote the manuscript with input from all coauthors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Review Process File Click here for additional data file.

Appendix Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Source Data for Appendix Click here for additional data file.

## Data Availability

All NGS data generated in this study have been deposited to the NCBI Gene Expression Omnibus (GEO) repository as part of the GSE171782 SuperSeries as follows
Hi‐C and RNA‐seq from proliferating/senescent HUVEC and IMR90 under accession number GSE98448 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98448] sCLIP from proliferating IMR90 under accession number GSE146047 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146047] Ribo‐seq data from proliferating/senescent IMR90 under accession number GSE171780 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171780] HMGB1 ChIP‐seq data from proliferating/senescent HUVEC and IMR90 under accession number GSE171781 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171781] HMGB1 knockdown RNA‐seq data from IMR90 under accession number GSE171779 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171779]

How the deposited data were processed for this re-analysis (not part of the article)

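The data are RNA-seq read counts from IMR90, human lung fibroblasts, transfected with control siRNAs or with siRNAs against HMGB1. There were 2 control and 2 HMGB1 knockdown libraries, and in each group replicate 1 came from the isolate I90-10 and replicate 2 from the isolate I90-79. The labels give a harvest at 72 h. The authors selected poly(A) RNA, made TruSeq libraries, sequenced them paired-end, mapped the reads to hg19 with the default settings of STAR and counted unique reads on genes with featureCounts. Each file holds 1 library's raw counts for 63677 genes, without normalization. The values were checked to be whole numbers. In the files, 0 reads are counted on the 5904 genes of patch and haplotype contigs and 0 on the 37 mitochondrial genes. The version of the tools, the setting for the strand, and whether a pair of reads was counted once are not named in the paper's text. A symbol was found for 55726 of the genes, from the authors' tables and the reference table of gene names.

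The depth was 29869338 and 35317010 counted reads in the control libraries and 29861687 and 31086475 in the knockdown libraries. At this depth a gene with 3 counts or fewer in both libraries of a group was taken to be at the floor, and its fold change is given only as a lower bound computed against 3 counts. Such bounds cover counting error only.

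Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1) on all 4 libraries, with the low-count filter filterByExpr (15398 genes), TMM normalization, the quasi-likelihood test and the Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.01 and an absolute log2-fold change above 0.6, the thresholds of the paper's methods. Both isolates occur in both groups, so the numbers of the replicates pair the libraries. Across 15398 genes, the difference between replicate 1 and replicate 2 in the control libraries had a correlation of 0.46 with that in the knockdown libraries. The main test was chosen without a term for the isolate before the data were examined and was kept, and a fit with the isolate as a replicate block, which called 1028 up- and 1207 downregulated genes, is reported beside the results. With 2 libraries in each group, a two-sided permutation test cannot give a p below 0.333, and neither outliers within a group nor other splits of the libraries were tested.

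The alternatives chosen before the data were examined were DESeq2 (version 1.42.0) without factors of unwanted variation, RUVs with 1 factor followed by DESeq2, size factors from DESeq2 or upper-quartile factors in edgeR, no filter on low counts, a filter of at least 10 counts in every library, the replicate block, counts thinned to the smallest library, an adjusted p below 0.05, no threshold on the fold change, and leaving out each library in turn. RUVs was written out from its published description, with all genes as controls, and the paper's text does not name the number of its factors. A pair of alternatives was added after the data had been seen, DESeq2 with the replicate block and edgeR with bias-adjusted deviances.

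Gene lists were tested with camera at a preset correlation of 0.01, with p adjusted over 10 lists and a threshold of 0.05. They were the SASP-related genes of Fig 3E, the chromatin factors of Fig 1B, and lists of cytokine genes, chromatin regulators, core and linker histone genes, splicing factors, p53 target genes, interferon-stimulated genes, metallothionein and iron genes, and MYC target genes. The lists were written before the counts were examined but after part of the authors' table of regulated genes had been read, so the choice of the interferon, metallothionein and MYC lists is not independent of that table. The RBPs of Fig 5I were summarised without this test. The sCLIP-bound genes of Dataset EV1 were set against the other genes tested with Fisher's exact test. The principal component analysis used the 500 most variable genes.

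The genes named in the text were chosen by a rule set before the data were examined. It takes the genes that the paper names for the knockdown, the 5 largest increases and the 5 largest decreases among the called genes with a mean of at least 1 CPM and the same direction in both isolates, the 3 genes with the smallest p in each list, and the HMGB1 and FTH1 pseudogenes. By this rule the genes of Figs 3E and 5I are summarised, and IFNB1 and the RBPs of Fig 5I that the paper's text does not name for the knockdown were picked after their values were seen.

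For each gene the share of exonic bases that overlap another gene, and the share of the 50-base pieces of its transcripts found in transcripts of other genes, were computed from the GENCODE annotation lifted to hg19. The 3′ UTRs used in the search for short words come from the same annotation and cover 12375 tested genes with at least 100 bases of 3′ UTR. For each of 15925 words of 7 bases found in at least 100 of them, the log2-fold changes of genes with the word were compared with those of the other genes, and the difference is given as a z value. Random sets of genes matched on expression were drawn 10000 times.

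The tests were tried on simulated data. Among 200 genes whose counts had been changed, the main test called 28.5%, DESeq2 77.5%, RUVs followed by DESeq2 92.0% and the replicate block 98.5%, each with 0 calls among the unchanged genes. The simulated counts gave each isolate its own level and the same fold change in both isolates. Their dispersion came from the fit with the replicate block. These settings favour that fit, so its share is no independent evidence for it. The word search returned the word that had been given a fall in 3 of 3 simulations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tests on lists and words and for the plots. Differential splicing, ChIP-seq, Hi-C, the HUVEC and senescence data and the GO and GSEA gene sets were not analysed here. The values of 1 RBP of Fig 5I on its own are not reported here.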

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

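Of the tests in this part, the comparisons of IL1B and FTH1P16 with genes of like expression and that of the HMGB1 pseudogenes with HMGB1 were chosen only after the result was seen.

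Some genes and lists changed in opposite directions in the 2 isolates, and were picked out for that reason. With 1 control and 1 knockdown library per isolate, none of these differences was tested. The log2-fold change of IL1B was 1.89 in isolate I90-10 and −0.30 in isolate I90-79, a difference of −2.19. A difference of this size was found in 0.734% of all genes tested and in 0.130% of 770 genes of like expression. The control libraries had 1259 counts in replicate 1 and 15432 in replicate 2, and the knockdown libraries 4582 and 10603. Opposite directions were also found for GATA2 (a difference of −0.52), HMGB3 (−0.43) and the FTH1 pseudogenes FTH1P23 (−0.11) and FTH1P16 (1.48). A difference as large as that of FTH1P16 was found in 10.0% of 770 genes of like expression. FTH1P16 and FTH1P23 had fewer than 50 counts in every library, and 22.3% and 25.7% of their 50-base pieces occur in other genes. In all, 3340 of the genes tested had opposite signs in the isolates, so signs alone do not single a gene out. A difference between the isolates and a difference between single cultures are confounded here, and either remains open.

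Among the gene lists, the medians of the isolates lay on opposite sides of 0 for the SASP-related genes of Fig 3E (isolate I90-79 minus isolate I90-10, 0.086), the chromatin factors of Fig 1B (−0.21), the cytokine genes (−0.51), the core and linker histone genes (−0.10) and the splicing factors (0.033). These differences were not tested. The largest, that of the cytokine genes, went from a median of 0.44 in isolate I90-10 to −0.07 in isolate I90-79.

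A signal outside the genes that the paper discusses was found in 40 interferon-stimulated genes, of which 30 rose and 10 fell, 29 and 9 of them in both isolates. Their median log2-fold change was 0.57 (adjusted p = 1.1e-06 from camera, and 8.8e-06 with the isolate as a replicate block), and it stayed between 0.51 and 0.62 when each library was left out. This list was written after part of the authors' table of genes regulated in these libraries had been read, so its choice is not independent. With a correlation between genes estimated from the data the adjusted p was 0.305, and with fry it was 0.0608, both without the replicate block. No gene of the list was called over all genes tested, 13 were up- and 1 was downregulated when adjusted over the list alone, 25 had an unadjusted p below 0.05, and 16 were up- and 3 downregulated with the replicate block. IFIT3 had a log2-fold change of 1.57 (adjusted p = 0.010), IFIT2 one of 1.29 (adjusted p = 0.010) and OASL one of 2.58 (adjusted p = 0.013). A trend with GC content and gene length was weighed as a technical cause. After it had been removed the median was 0.50, outside the range from −0.16 to 0.15 of random sets matched on expression, which argues against it. IFNB1 had between 0 and 1 counts in each library, so that its change was not detectable. What stays open is whether the rise follows the loss of HMGB1 or another effect of the siRNAs against it, which the design does not separate.

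The 21 metallothionein and iron genes tested had a median log2-fold change of 0.77, and 16 rose and 5 fell (adjusted p = 4.5e-08 from camera, and 1.1e-07 with the isolate as a replicate block). The median stayed between 0.66 and 0.79 when each library was left out, and it was 0.77 with MT1G, whose control libraries are at the floor, at its bound. The choice of this list, too, is not independent of the authors' table of genes regulated in these libraries, part of which had been read. With the estimated correlation the adjusted p was 0.305, and with fry 0.0608, both without the replicate block. Of the list, 1 gene was up- and 0 were downregulated over all genes tested, 5 and 0 when adjusted over the list alone, and 10 and 1 with the replicate block, and 14 had an unadjusted p below 0.05. TFRC had a log2-fold change of 1.85 (adjusted p = 0.011) and MT1X one of 2.42 (adjusted p = 0.014), with 18.7% of its 50-base pieces found in other genes. A trend with GC content and length left a median of 0.75 after its removal, outside the range from −0.18 to 0.25 of matched random sets. Reads shared between the near-identical metallothionein genes would leave the other members near 0. The median of the 14 other members was 0.30, of which 9 rose, just above the upper end, 0.28, of the middle 95% of matched random sets. By this narrow margin, the rise of the list was not confined to the metallothionein genes. The comparison cannot decide whether shared reads shape the values of the metallothionein genes, since it leaves these genes out. The 7 metallothionein genes tested rose in both isolates, with a median of 2.45. An effect of HMGB1 loss and one of the siRNAs both stay open.

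The tested HMGB1 pseudogenes, 3 of 47 in the files, had a median log2-fold change of −5.09, against 0.03 for 656 other processed pseudogenes, whose 2.5th percentile was −1.42. All 47 together had 469 and 748 counts in the control and 28 and 26 counts in the knockdown libraries. HMGB1P5 fell by 5.09 and HMGB1P6 by 5.12 on the log2 scale, and HMGB1P10, with 0 and 1 counts in the knockdown, was at least 5.44-fold lower. Of the 50-base pieces of these 3 pseudogenes, 69.3%, 61.3% and 39.9% occur in other genes. Reads of the HMGB1 mRNA counted on its pseudogenes were weighed as the cause, for which a median below −1.8 had been set as the value to reach. That value was reached, but HMGB1 itself fell less, at a log2-fold change of −3.59. For 100 counts on HMGB1 there were 8.81 and 8.56 counts on all the pseudogenes in the control and 6.07 and 4.41 in the knockdown libraries (odds ratio 0.594, Fisher's exact test, p = 1.2e-04, with p = 0.067 between the replicates 1 and p = 5.4e-04 between the replicates 2). These p values treat reads as independent and cover counting error only. The share was lower in both knockdown libraries than in either control library. This argues against a constant share of the HMGB1 reads as the whole cause in these libraries. A larger fall in the part of the HMGB1 mRNA that resembles the pseudogenes and a loss of transcripts of the pseudogenes themselves cannot be told apart, since counts on genes do not show where on the mRNA the reads lie.

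The strongest of the falls other than that of HMGB1 went with a short word in the 3′ UTR. Over 15925 words of 7 bases, TGCAGTT had the lowest z, −16.5, and the 2247 genes with it had a median log2-fold change of −0.21 against 0.04 for the others. AGCAGTT (−15.3), GCAGTTA (−15.0) and GCAGTTT (−13.5) followed, all sharing the bases GCAGTT. The lowest z of a word without this core or 5 bases of it was −4.28, and the SD over all words was 1.12. Within coding regions the z of the 4 words with GCAGTT named above was −3.07, −5.65, −4.73 and −3.68, in the same order. The test had asked that the word occur in the HMGB1 mRNA, as the seed site of an siRNA against it would, and that its z lie more than 3 below those of words made of the same bases. The first of these held, with GCAGTT at bases 816, 1663 and 1676 of an HMGB1 mRNA of 5456 bases, but 25.4% of all words occur there. The second held by a narrow margin, since the lowest z among words made of the same bases was that of GCAGTTT, which shares the core, and without the core it was −4.20. Median log2-fold changes were 0.07, −0.10, −0.21 and −0.32 in genes with 0, 1, 2 and 3 or more copies of GCAGTT, in that order in both isolates. With the replicate block, 71.0% of 1118 downregulated genes held the word, against 36.2% of all 12375 genes and 30.3% of 963 upregulated genes (odds ratio of a fall 5.04, Fisher's exact test, p = 2.4e-136). All 18 of the genes called as downregulated without the block that have such a 3′ UTR held it. These values are consistent with a seed-dependent off-target effect of an siRNA against HMGB1, as a hypothesis, since it was found and tested on the same data. A microRNA with the same seed that rises upon the knockdown would give the same pattern and was not tested, the siRNA sequences are not named in the paper's text, and libraries for each siRNA alone were not used here. The z values treat genes as independent.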

How the results depend on the processing

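The alternatives were chosen before the data were examined, except DESeq2 with the isolate as a replicate block and edgeR with bias-adjusted deviances, which were chosen after seeing the data. The numbers of called genes changed most. The main test called 10 up- and 21 downregulated genes, 0 and 0 of the sCLIP-bound genes, 0 and 0 of the SASP-related genes of Fig 3E, and 0 downregulated genes among the 12 RBPs of Fig 5I. In the same order, DESeq2 without factors gave 703, 792, 45, 68, 3, 5 and 3 genes. RUVs with 1 factor followed by DESeq2 gave 764, 831, 55, 73, 7, 7 and 6 genes. Without a filter on low counts there were 1118, 1275, 57, 106, 6, 7 and 3 genes. With the isolate as a replicate block there were 1028, 1207, 55, 101, 5, 8 and 3 genes, and with DESeq2 and the replicate block together 944, 1058, 58, 96, 5, 8 and 3 genes. An adjusted p below 0.05 gave 575, 668, 35, 50, 2, 4 and 3 genes. Bias-adjusted deviances gave 30, 68, 2 and 4 genes, and 1 downregulated gene each among the SASP-related genes and the RBPs. A minimum of 10 counts in every library gave 6 upregulated genes, thinned counts gave 1 upregulated sCLIP-bound gene and 1 downregulated SASP-related gene, and upper-quartile factors gave 1 downregulated SASP-related gene. Size factors from DESeq2 in edgeR gave 9 up- and 20 downregulated genes, and dropping the threshold on the fold change left 10 and 21.

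The prior degrees of freedom estimated by edgeR were 3.32 in the main test and 6.92 with the replicate block, and without the filter the estimate had no finite value. On simulated data, where 200 genes had been changed, the main test called 28.5% and the replicate block 98.5%, so a low count in the main test does not show that few genes change. All 10 up- and 21 downregulated genes of the main test were among those called with DESeq2, with RUVs, without the filter and with the replicate block. Beyond these values, the cause of the differences between the settings was not tested. The share of upregulated genes among the calls was 32.3% in the main test, 47.0% with DESeq2 and 46.0% with the replicate block.

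Across the values of comparisons, 92 of those under the alternatives kept their direction and their side of the threshold, 51 became stronger, 9 weaker, 3 reversed and 2 moved. For 69 named genes other than HMGB1, 490 values kept both, 193 passed the thresholds where the main test did not, and 2 reversed. HMGB1 was called under every alternative with a test, with adjusted p from 6.7e-133 to 0.0084.

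All 4 lists past the threshold of 0.05 with camera lost it under the other set tests. With the estimated correlation, the p53 target genes (median −0.37), the interferon-stimulated genes (0.57) and the metallothionein and iron genes (0.77) each had an adjusted p of 0.305, and the MYC target genes (0.31) one of 0.919. With fry the values were 0.110, 0.0608, 0.0608 and 0.445. The correlations are estimated from 4 libraries. Neither of these tests was run with the replicate block, so a difference between the isolates that a list shares can enter its correlation. With camera at the preset correlation and the isolate as a replicate block, all 4 lists stayed past the threshold, at 0.0014, 8.8e-06, 1.1e-07 and 3.4e-04. With at least 10 counts in every library, 17 of the 21 metallothionein and iron genes were left, with a median of 0.34. The median of the cytokine genes reversed to −4.6e-04 without the filter, where 71 of them in place of 47 were tested. That of the core and linker histone genes reversed to 0.019 with at least 10 counts in every library, where 25 were tested, and to 0.096 without the filter, where 64 were tested in place of 30. RUVs reversed IL1B, to −0.38, and GATA2, to −0.12, and the cause was not tested. The share of variance on the first principal component, 78.5%, moved to 68.6% with all genes tested and to 84.1% with variance-stabilized counts.

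Leaving out a library leaves 1 library in a group. Only fold changes and medians were computed in that case, and genes were not called. The fits had no term for the isolate, so leaving out a library also unbalanced the isolates between the groups. The log2-fold change of HMGB1 lay between −3.77 and −3.38. The medians of the interferon-stimulated genes (0.51 to 0.62), the metallothionein and iron genes (0.66 to 0.79), the p53 target genes (−0.51 to −0.29), the chromatin regulators (−0.10 to −0.013) and the RBPs of Fig 5I (−0.61 to −0.36) kept their direction. The median of the MYC target genes ran from 0.12 without control replicate 1 to 0.49 without control replicate 2. For the other lists the direction depended on which library was left out. The median of the SASP-related genes was −0.26 without control replicate 2 and 0.12 without control replicate 1. For the chromatin factors of Fig 1B it was −0.25 without control replicate 1 and 0.36 without control replicate 2, for the core and linker histone genes −0.18 and 0.21 without the same libraries, for the cytokine genes −0.10 without knockdown replicate 2 and 0.54 without control replicate 2, and for the splicing factors −0.10 and 0.039 without these. Over all libraries left out, 26 of the values of comparisons moved by more than the spread between replicates and 18 did not, and for the named genes 98 moved and 178 did not.

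The median log2-fold change of all genes tested was −0.0054 with TMM, −0.0013 with the size factors of DESeq2 and 0.0017 with upper-quartile factors. The depth limits genes such as MT1G, with 0 and 1 counts in the control libraries, and IFNB1, with between 0 and 1 counts in every library, whose changes cannot be measured or can be given only as a bound.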

Differences from the paper's values

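No test of a cause is given in this part, and of the settings DESeq2 with the isolate as a replicate block was chosen only after the result was seen. The paper reports about 900 up- and more than 950 downregulated genes, and 10 and 21 genes were called here. DESeq2 without factors (703 and 792), RUVs followed by DESeq2 (764 and 831), no filter (1118 and 1275) and the isolate as a replicate block (1028 and 1207) gave numbers within 1.5 times of the paper's in both directions, as did an adjusted p below 0.05 for the downregulated genes (668) but not for the upregulated ones (575). The other alternatives set before the data were examined did not. DESeq2 with the replicate block, chosen after seeing the values, gave 944 and 1058. Dataset EV3 (C) of the paper holds 1862 genes, against 31 here, and the same 4 alternatives were within 1.5 times of that number, as was an adjusted p below 0.05, with 575 and 668 genes.

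The paper reports 56 up- and 97 downregulated mRNAs bound by HMGB1 in sCLIP, and 0 and 0 were called here. The alternatives within 1.5 times of these numbers were DESeq2 without factors (45 and 68), RUVs followed by DESeq2 (55 and 73), no filter (57 and 106) and the replicate block (55 and 101), while an adjusted p below 0.05 (35 and 50) and the others were not. DESeq2 with the replicate block, chosen after seeing the values, gave 58 and 96. The paper counts 12 RBPs among the HMGB1 partners as downregulated upon the knockdown, and 0 of these 12 were called here. None of the alternatives set before the data were examined closed this gap, with at most 6 downregulated RBPs, under RUVs followed by DESeq2. In the main test the median log2-fold change of the 12 was −0.45, and that of TRA2B was −0.29. A change smaller than 0.6 in size cannot be called here at any p. The paper does not give a threshold beside its count of 12, so the counts may rest on unlike thresholds. All 12 fell in both isolates.

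The paper states at least 50 M read pairs per library, and the library with the fewest reads had 29.9 M counted on genes. These are different measures, and the number of sequenced pairs cannot be had from counts on genes. The fold change of HMGB1 in the knockdown was about 0.05 in Fig 4F, read by eye from a bar a few pixels high, and 0.0833 here. A bar of that height fits any value from 0.05 to 0.08, and 0.0833 lies just above this range. RUVs followed by DESeq2 came within the margin used here, at 0.0746, and the other alternatives set before the data were examined did not.

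Dataset EV3 (C) was held in a copy from which 1254 genes are missing, and all genes of the copy have a positive log2-fold change. Of these, 604 were tested, and all 604 rose. Without the replicate block 8 of them were called, and with it 576. All 25 named genes in the copy had the paper's direction. The log2-fold change differed by more than the spread between the isolates for PMAIP1 (the paper's 1.57 against 1.69), FTH1P20 (the paper's 1.26 against 1.63), FTH1P8 (the paper's 0.91 against 0.81) and FTH1P11 (the paper's 1.08 against 0.93). RUVs followed by DESeq2 brought FTH1P8 to 0.87, within that spread of the paper's value, and for the other 3 genes none of the alternatives set before the data were examined closed the gap. Of the 50-base pieces of these 3 pseudogenes, between 27.7% and 43.1% occur in other genes.

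Some statements in the paper were not matched, either in direction or because a threshold was not passed. Fig 4A shows an increase of HMGA1 by RT-qPCR upon the knockdown, and HMGA1 fell in these libraries, at a log2-fold change of −1.47. CDKN1B is named, with Fig 4A, among the markers that change. In the RNA-seq libraries it rose in both isolates, at log2-fold changes of 0.11 and 0.45. Its log2-fold change of 0.29 was not past the threshold (adjusted p = 0.240 from edgeR's quasi-likelihood test). The paper states that most of the genes of Fig 3E relied on HMGB1 loss for their induction, and 22 of them rose and 23 fell. The paper links upregulated genes to proinflammatory signaling and downregulated ones to chromatin organization, and neither the cytokine genes (median 0.11) nor the chromatin regulators (median −0.06) passed the threshold of the list test, with lists that are not the paper's gene sets. Both medians had the sign that the statement implies, but that of the cytokine genes changed sign when some libraries were left out.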

Other observations

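The tests of the values in the authors' table, the scaling test and the test of words for HMGA1, and the comparison of bound genes without the word with sets matched on expression were chosen only after the result was seen.

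The gene lists not given elsewhere showed no shift past the threshold. Of the 42 chromatin factors of Fig 1B, 22 rose and 20 fell, with a median log2-fold change of 0.02 (adjusted p = 0.436, and 0.448 with the isolate as a replicate block). No gene of that list was called over all genes tested, 2 were downregulated when adjusted over the list alone, 13 had an unadjusted p below 0.05, and 4 were up- and 7 downregulated with the replicate block. CENPV fell by 1.53 and HMGN3 by 1.29 on the log2 scale (adjusted p = 0.013 and 0.017), and the 3′ UTR of each holds 1 copy of GCAGTT. Of 75 core and linker histone genes, 30 were tested, 15 rose and 15 fell, and the median was −0.04 (adjusted p = 0.769). Of its genes 0 were called over all genes tested, 1 was downregulated when adjusted over the list alone, 10 had an unadjusted p below 0.05, and 1 was up- and 2 downregulated with the replicate block. H3-3A had a log2-fold change of −1.76 (adjusted p = 0.010), H2AFJ one of −0.91 (adjusted p = 0.029) and HIST1H1C one of 0.87 (adjusted p = 0.050). Of 255 genes of splicing factors, 135 were tested, 65 rose and 70 fell, and the median was −0.02 (adjusted p = 0.436). None was called over all genes tested, 4 were downregulated when adjusted over the list alone, 33 had an unadjusted p below 0.05, and 3 were up- and 14 downregulated with the replicate block. SNRNP27 fell by 1.81, HNRNPD by 1.75 and SRRM1 by 1.14 on the log2 scale (adjusted p = 0.010, 0.010 and 0.012), with 2, 1 and 1 copies of GCAGTT in their 3′ UTRs.

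Further genes that the paper names had these log2-fold changes. EZH2 had −0.69 (adjusted p = 0.136, and 0.0028 with the replicate block, with a range over the alternatives from 1.6e-04 to 0.139) and PCNA −1.01 (adjusted p = 0.032, and 6.1e-04 with the replicate block, from 9.4e-10 to 0.033), each with 1 copy of GCAGTT in the 3′ UTR. CXCL2 had 1.02 (adjusted p = 0.397, and 0.0032 with the replicate block, from 1.6e-06 to 0.591), and IL33 3.08 (adjusted p = 0.131, and 3.3e-04 with the replicate block, from 6.5e-51 to 0.150). That of CXCL2 was 0.33 without control replicate 1 and 2.41 without control replicate 2. CDKN1A had 0.31 (adjusted p = 0.229), NFKBIA −0.29 (adjusted p = 0.231), LMNB1 0.25 (adjusted p = 0.530), HMGB3 −0.06 (adjusted p = 0.828) and CTCF −0.03 (adjusted p = 0.908). When each library was left out in turn, the log2-fold change of IL33 lay between 2.20, without knockdown replicate 2, and 5.68, without control replicate 2, that of EZH2 between −0.93 and −0.42 and that of NFKBIA between −0.40 and −0.16. Those of LMNB1 (−0.03 to 0.60), HMGB3 (−0.25 to 0.15) and CTCF (−0.13 to 0.08) did not keep their direction. These fits had no term for the isolate. Within isolates I90-10 and I90-79, the values were 0.44 and 0.11 for LMNB1, 0.16 and −0.27 for HMGB3, and −0.02 and −0.04 for CTCF.

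The excess of sCLIP-bound genes among the downregulated genes with the replicate block (101 genes, odds ratio 1.69) was weighed against 2 technical explanations. The bound genes have more reads, so their changes are easier to call. Of random sets of genes matched on expression, 99.99% held fewer downregulated genes, with 53 to 84 in the middle 95% of sets, which argues against this as the whole cause. The 55 upregulated bound genes were fewer than in most matched sets, since 0.24% of these held fewer, with 61 to 94 in the middle 95%. The word GCAGTT is more common in bound genes, but among genes without it 31 of 457 bound genes (6.78%) and 293 of 7440 others (3.94%) were downregulated (odds ratio 1.78, Fisher's exact test, two-sided p = 0.0050), and 99.88% of sets matched on expression held fewer. An effect of HMGB1 binding stays open as a hypothesis, along with untested causes such as the length of the 3′ UTR.

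The fall of the RBPs of Fig 5I was set against their GCAGTT words, found in 10 of the 12. With the replicate block their median was −0.46, and 0.9% of random sets matched on expression and on the number of words had a median as low, with a median of −0.07 over the sets. The paper chose the 12 genes as downregulated in the same libraries, which fixes this outcome, so the words and an effect of HMGB1 loss cannot be told apart for these genes. Of the p53 target genes, 13 of 26 with a 3′ UTR lack the word, and their median was −0.35, below the 2.5th percentile of −0.13 of matched sets without the word. A trend with GC content and length, removed in the same way, left the median of the p53 target genes at −0.44, outside the range from −0.12 to 0.21, and that of the MYC target genes at 0.29, outside the range from −0.08 to 0.15. Values for this check were at hand for 97.6% of the genes tested, and across genes the log2-fold change had a Spearman correlation of 0.014 with GC content and −0.064 with length. The falls and rises of these lists may follow the loss of HMGB1 or other effects of the siRNAs, and nothing here separates them.

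HMGA1 fell from 27733 and 51463 counts in the control to 10915 and 14585 counts in the knockdown libraries. A cause in the scaling is argued against by the log2-fold change under the other scalings, which was −1.46 or lower, and by the ratio of the raw counts, at −1.63 on the log2 scale. Reads moved to its pseudogenes are argued against by their counts, since all 8 HMGA1 pseudogenes together had 43 counts in the 4 libraries, while HMGA1 lost 53696. Its 2 copies of GCAGTT cannot be told apart from other causes, because 1 gene decides nothing. The 1044 genes with as many words had a median of −0.21, and 6.03% of them fell further than HMGA1. An effect of HMGB1 loss stays open.

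In Dataset EV3 (C), some of the authors' normalized values lie far above the counts in the files. The ratio of the table's value to the normalized count had a median of 1.00 over 203 genes that share no 50-base piece with other genes and have no overlapping exon, with 0 above 1.5. Over 17 genes with at least 20% shared pieces and no overlapping exon the median was 7.00, and 11 were above 1.5 (Fisher's exact test, p = 1.1e-14), consistent with a table that counts reads mapping to several places and files that do not. Over 14 genes with no shared piece and at least 20% of their exons overlapping a gene on the opposite strand, it was 1.31, and 5 were above 1.5 (Fisher's exact test, p = 5.2e-07), consistent with a table that counts reads on such exons and files that drop them. For 6 FTH1 pseudogenes in the copy, the ratio was between 6.49 and 98.8. The gene lists behind the paper's statements may therefore come from other counts than those deposited, for such genes.

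At the other end of the word search, CTAATAA went with a rise, with a z of 9.76, and the next word had 6.89. No explanation of this was tested.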
